# Microarray Analysis of Tomato’s Early and Late Wound Response Reveals New Regulatory Targets for Leucine Aminopeptidase A 

**DOI:** 10.1371/journal.pone.0077889

**Published:** 2013-10-24

**Authors:** Melissa A. Scranton, Jonathan H. Fowler, Thomas Girke, Linda L. Walling

## Abstract

Wounding due to mechanical injury or insect feeding causes a wide array of damage to plant cells including cell disruption, desiccation, metabolite oxidation, and disruption of primary metabolism. In response, plants regulate a variety of genes and metabolic pathways to cope with injury. Tomato (*Solanum lycopersicum*) is a model for wound signaling but few studies have examined the comprehensive gene expression profiles in response to injury. A cross-species microarray approach using the TIGR potato 10-K cDNA array was analyzed for large-scale temporal (early and late) and spatial (locally and systemically) responses to mechanical wounding in tomato leaves. These analyses demonstrated that tomato regulates many primary and secondary metabolic pathways and this regulation is dependent on both timing and location. To determine if LAP-A, a known modulator of wound signaling, influences gene expression beyond the core of late wound-response genes, changes in RNAs from healthy and wounded *Leucine aminopeptidase A*-silenced (*LapA-SI*) and wild-type (WT) leaves were examined. While most of the changes in gene expression after wounding in *LapA-SI* leaves were similar to WT, overall responses were delayed in the *LapA-SI* leaves. Moreover, two *pathogenesis-related 1* (*PR-1c* and *PR-1a2*) and two *dehydrin* (*TAS14* and *Dhn3*) genes were negatively regulated by LAP-A. Collectively, this study has shown that tomato wound responses are complex and that LAP-A’s role in modulation of wound responses extends beyond the well described late-wound gene core.

## Introduction

 In nature, plants must cope with a multitude of stresses individually and simultaneously. Many of the abiotic (rain, hail, wind) and biotic stresses (herbivory) breach cellular integrity causing membrane disruption, desiccation, lipid and protein oxidation, and protein aggregation [1]. This damage can range from mild (responses to phloem-feeding whiteflies, psyllids and aphids) to extreme (responses to pruning, hail or herbivores that chew and tear plant tissues) [2]. A plant’s ability to rapidly respond to its injured status is integral to activating and modulating the pathways to promote cellular healing, limit pathogen ingression into wound sites and interfere with herbivore success [3-5]. 

 At the core of the wound response are the defenses activated by oxylipins, including jasmonic acid (JA) and its bioactive isoleucine conjugate JA-Ile [6]. Many of the JA-regulated genes encode proteins that directly interfere with insect performance by increasing anti-nutritive proteins and chemicals or are involved in the emission of volatile organic compounds to attract natural enemies to herbivore-infested plants [7,8]. While oxylipin-regulated insect defenses are often the primary response, many other defenses are required to protect against the wide array of abiotic and biotic stresses associated with wounding [9-11]. Therefore, the wound-response pathway involves the integration of a complex and dynamic defense-signaling network that involves JA, salicylic acid (SA), abscisic acid (ABA), ethylene (ET), gibberellic acid (GA), brassinosteroids, cytokinins, as well as reactive oxygen species (ROS) and redox changes [12]. 

 Insights into the dynamics and specificity of damage-induced responses have been gleaned from small- and large-scale microarray studies of wounding and herbivory in *Arabidopsis* and poplar [9-11,13,14]. While *Solanum lycopersicum* (tomato) and *Nicotiana attenuata* have served as model organisms to understand wound responses in the Solanaceae [15,16], large-scale microarray studies focused on understanding recognition of self-damage are few. Microarray studies of the Solanaceae have primarily used small-scale oligonucleotide arrays focused on a narrow set of core defense genes to study herbivory, wounding, or methyl jasmonate (MeJA) treatments [17-19]. Two studies have used large-scale arrays to study responses to the oral secretions of the Colorado potato beetle [20] and treatments with MeJA, JA’s biosynthetic precursors or coronatine [21]. 

 While there is substantive overlap between JA-induced defenses and injury, there may be critical distinctions in plant responses to mechanical damage including JA-independent responses [9,19,22,23]. Furthermore, given tomato’s seminal role in understanding JA-signaling and identifying a core of defenses associated with herbivory, it is timely to examine changes RNA levels that occur when plants perceive injury. Based on studies with well characterized wound-response genes, mechanically damaging tomato leaves results in temporal (early and late) and spatial (local and systemic) changes in gene expression [15]. The early wound-response gene RNA levels are up-regulated 0.5 to 2 hr after injury and are often involved in amplification of the octadecanoid pathway. The late wound-response gene RNA levels increase from 4 to 24 hr and many encode proteins with anti-nutritive roles including: polyphenol oxidase (PPO), the serine proteinase inhibitors (PinI and PinII), arginase, and threonine deaminase [7]. 

 The acidic leucine aminopeptidase (LAP-A) is a late wound-response protein present in a subset of the Solanaceae [24] and has an important role in insect defense. Silencing of *Lap* genes in tomato and *Solanum nigrum* (nightshade) leads to increases in plant susceptibility to caterpillars and larger insect masses [25,26]. Reciprocally, transgenic tomatoes that ectopically express the tomato *LapA1* gene (*LapA-OX*) are more resistant to insect feeding and delays in insect growth and development are observed [25]. It has been speculated that LAP-A may have a direct or indirect anti-nutritive role within the insect [27-29]. In contrast, LAP-A’s indirect role as a modulator of wound-signaling *in planta* is established [25]. LAP-A acts downstream of JA biosynthesis and perception to modulate the late branch of wound responses. After injury, *PPO-F*, *PinI*, and *PinII* RNAs accumulate to lower levels in *LapA-SI* relative to wild-type (WT) tomato plants. Reciprocally, these RNAs accumulate to higher levels and for extended times in *LapA-OX* plants. Early wound-response transcript levels are not influenced by changes in *LapA* RNA levels. 

 LAP-A is located within plastids and therefore must produce or control a signal (plastid → nucleus) to modulate tomato’s late wound-response genes [25,30]. Currently, the nature of the LAP-A-derived signal is unknown. LAP-A may modulate levels of a defense hormone that is synthesized within the plastid or a biogenic or operational retrograde signal. The role of biogenic retrograde signals in the regulation of photosynthesis-associated nuclear gene expression during light-regulated development and after disruption of plastid translation is well established [31-34]. Furthermore, operational retrograde signals critical for responses to biotic or abiotic stresses have been discovered including: ROS, redox signaling, PAP (3’-phosphoadenosine 5’phosphate), and MEcPP (methylerythritol 2,4-cyclodiphosphate)], as well as several dual-localized transcription factors [35-39]. A complete understanding of these operational signals has yet to be developed [31,32]. At this time, it is not clear if LAP-A’s well-studied peptidase activity and/or newly discovered molecular chaperone activity are critical for generating tomato’s retrograde wound signal [25,28,40].

To assess the potential for LAP-A having a broader role in defense/stress signaling and establish the tomato wound transcriptome, changes in tomato RNAs were determined in WT and *LapA-SI* tomato plants prior to and after wounding using cDNA microarrays. These analyses demonstrated that the tomato wound-response is complex, influencing the expression of a wide range genes associated with photosynthesis, as well as primary and secondary metabolism. Analysis of *LapA-SI* gene expression after wounding revealed that while overall gene regulation was similar to WT, *LapA-SI* responses were delayed after wounding. In addition, four new *LapA*-regulated genes (*PR-1c, PR-1a2*, *TAS14*, and *Dhn3*) were identified. Together this study demonstrates that LAP-A’s role in stress responses extends beyond the core late-wound signaling pathway. LAP-A serves as both a positive and a negative regulator of nuclear gene expression after injury.

## Results

### Functional annotation of wound-responsive DEGs: An overview

In order to identify transcriptome changes that occurred after injury in tomato, a cross-species hybridization (CSH) cDNA microarray study was used to assess RNA levels in wounded (local) and apical, non-wounded (systemic) leaves from WT plants at 0, 1 and 8 hr after wounding. 

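RNAs from WT leaves were hybridized to the potato 10-K array, a slide of potato cDNA clones that bind tomato RNAs of similar sequence. The 5 WT conditions were unwounded leaves at 0 hr, and damaged (local) and apical, undamaged (systemic) leaves at 1 and 8 hr. The paper gives 3 biological replicates per condition, each a pool of 5 plants, with 2 lower leaves wounded per plant, whereas the sample labels give 1 wounded leaf. Each array compared a sample (Cy3) with a reference RNA pooled from WT 0-hr leaves (Cy5). The authors normalized the arrays by print-tip loess without background correction, then by quantiles between arrays, and weighted duplicate spots with limma. The deposited table holds 1 log2 ratio of sample to reference (FC) for each of 10764 clones in each condition, and 0 values are missing. It holds no value for a single replicate, so no error, p-value or FDR was computed, and clones were counted by an FC of at least 0.8 in size alone. The number of arrays limits the precision of every value. No median over all clones in a WT column was above 0.02, and the SD across clones was 0.12 at 0 hr, 0.33 and 0.19 in local and systemic leaves at 1 hr, and 0.43 and 0.32 at 8 hr. In the WT 0-hr column, which compares unwounded WT leaves with a reference that was also of unwounded WT leaves (by the paper's methods, from another pool), 2 clones passed 0.8, a PPO precursor (STMDB46) at 0.86 and cathepsin D inhibitor (STMCQ55) at 0.81. Table S4 pairs 37 genes with 101 clones, and the SD among clones of the same gene was 0.32 at 1 hr and 0.35 at 8 hr in local leaves. The letters of a clone identifier (STMGC, for example) were taken as its plate, of which there were 159 with 34 to 87 clones each. As alternatives, plate medians or the WT 0-hr column were subtracted.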

Using the potato 10-K array (*Materials and Methods*) and a reference RNA design strategy [41], the spatial and temporal changes of RNAs in wounded leaves relative to non-injured leaves was determined. Differentially expressed genes (DEGs) were defined as up or down regulated based on a log_2_-fold change (|FC| ≥ 0.8) and a false discovery rate (FDR) of <5%. 

 Changes in the tomato transcriptome after wounding were rapid. Within one hr after wounding, 330 DEGs were detected in the damaged leaves (Figure 1). 

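In local leaves at 1 hr, 332 of the 10764 clones had an FC of at least 0.8 in size, 204 of them higher and 128 lower than the reference. The highest values were 3.47 for STMDJ96, for which the tables held here (Table S2 only in part) give no annotation, 2.92 for a 4-coumarate-CoA ligase-like clone (STMDR02) and 2.70 for STMCX10. The lowest were -1.71 for a clone similar to Protodermal Factor 1 (STMEL61), -1.65 for an En/Spm-like transposon clone (STMEN59) and -1.61 for STMDS07. The count was 742 at a threshold of 0.6 and 132 at a threshold of 1.0.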

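Of the clones past 0.8 in local leaves at 1 hr, 160 were not past it in the same direction in local leaves at 8 hr, a share of 48.2% (95% Wilson confidence interval 42.9% to 53.6%, which covers counting error only and takes clones as independent). The 123 higher clones among them had a median FC of 0.95 at 1 hr and 0.34 at 8 hr, and 68 lay within 0.4 of 0 at 8 hr. The 37 lower clones had a median of -0.88 at 1 hr and -0.63 at 8 hr, and 12 lay within 0.4 of 0 at 8 hr. At a threshold of 1.0 the share was 53.0%, and with the WT 0-hr column subtracted it was 59.4%.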

Approximately 48% of the genes that responded at 1 hr (158 DEGs) were transiently expressed, with their RNA levels returning to pre-damage levels by 8 hr (Figure 1). 

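At 1 hr 9 clones passed 0.8 in systemic leaves. The 6 higher ones were led by a clone similar to anthocyanin acyltransferase (STMCY27, 1.28) and by the ethylene-responsive clone ER5 (STMGA34). The 3 lower ones were STMGT33 (-0.94) and STMCC65 (-0.84) and a 4CL-like clone (STMIY78, -0.86). In this column 30.7% of the variance across clones lay between plates, against at most 2.03% in 1000 shuffles of the plate labels. Subtraction of plate medians left 5 clones past the threshold, and took STMCC65 to -0.78 and STMIY78 to -0.76. With the WT 0-hr column subtracted the 3 lower clones were at -0.26, -0.27 and -0.50, and STMCY27 was at 0.78.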

Only four DEGs were detected in the systemic leaves at 1 hr after injury. These DEGs included three genes of unknown function, as well as the ethylene-responsive late embryogenesis protein ER5 [42] (Figure 1; Tables S1 and S2). 

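For ER5 Table S3 gives the clone STMGA34, which is shown here, and Table S8 gives another clone. ER5 (STMGA34) had an FC of 1.27 in systemic leaves at 1 hr and 0.16 at 8 hr. It stayed past 0.8 in systemic leaves at 1 hr with plate medians subtracted (1.02) and with the WT 0-hr column subtracted (1.14). Of the other clones past the threshold there, STMDJ96 had an FC of 1.01 and a 4CL-like clone (STMDR02) of 0.84. These fell to 0.72 and 0.74 with plate medians subtracted, and to 0.68 and 0.71 with the WT 0-hr column subtracted.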

**Figure 1:**
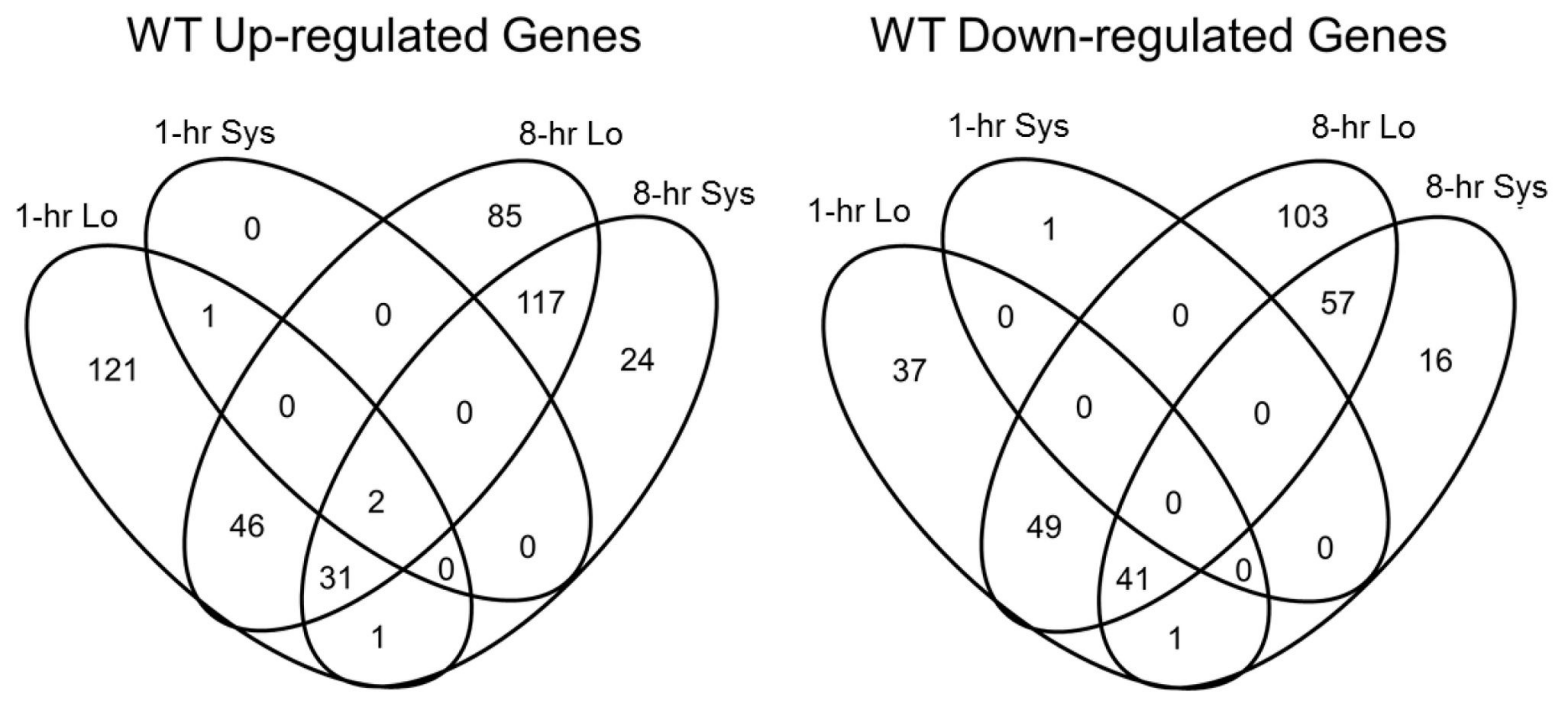
Gene expression patterns in WT plants at 1 and 8 hr after wounding. Genes that were differentially regulated in wounded (Local, Lo) and apical, non-wounded (Systemic, Sys) WT leaves at 1 and 8 hr after wounding were identified by analysis of the potato 10-K cDNA arrays (Materials and Methods). Differentially expressed genes (DEGs) were defined as those with *p* <0.05, |FC| ≥ 0.8.

 By 8 hr, there were 1.6- and 72-fold increases in the number of DEGs in damaged (531 DEGs) and undamaged, systemic (289 DEGs) leaves, respectively. 

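At 8 hr, 534 clones passed 0.8 in local leaves, 284 higher and 250 lower, and 292 passed it in systemic leaves, 177 higher and 115 lower. These counts were 1.61 times the 1-hr count in local leaves and 32.4 times that in systemic leaves. The systemic ratio rests on the small 1-hr count, and it was 57.6 with plate medians subtracted and 6.63 at a threshold of 0.6. The highest FCs in local leaves were 4.71 for PPO-B (STMCP56), 4.59 for the PPO precursor (STMDB46) and 4.18 for a PPO-D-like clone (STMDU79). The same clones were the highest in systemic leaves, at 4.29 for STMDB46, 4.09 for STMCP56 and 3.99 for STMDU79. The lowest clones in both leaves were STMIB46 (-3.36 local, -2.07 systemic) and STMCK54 (-2.99 and -2.11) and fructose-1,6-bisphosphatase (STMIU17), with -3.20 in local leaves.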

Of the DEGs expressed in injured leaves, 362 of these RNAs were first detected at 8 hr (Figure 1). In addition, 83% the systemic DEGs were also detected in damaged leaves. 

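In local leaves 362 clones passed 0.8 at 8 hr and not at 1 hr in the same direction, which is 67.8% of the 8-hr clones (95% interval 63.7% to 71.6%). For the 203 higher clones the median FC was 1.17 at 8 hr and 0.35 at 1 hr, and 173 of them were already above 0 at 1 hr. For the 159 lower clones the median was -0.99 at 8 hr and -0.51 at 1 hr, and 146 were already below 0.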

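Of the 292 clones past 0.8 in systemic leaves at 8 hr, 250 were past it in the same direction in local leaves, 151 higher and 99 lower, a share of 85.6% (95% interval 81.1% to 89.2%). Across all clones, which are not independent replicates, Pearson's r between both leaves was 0.774. All columns share one reference, and how much of the overlap it brings was not determined. The share was 85.0% with the WT 0-hr column subtracted.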

Finally, a small number of 8-hr DEGs (24 up and 16 down) were unique to the apical, undamaged leaves suggesting that defense signaling in the systemic leaves may have unique features that are yet to be revealed (Figure 1; Table S1). 

 

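At 8 hr 42 clones passed 0.8 in systemic leaves that did not pass it in local leaves at 8 hr, and 41 of these passed it in neither local leaf, 25 higher and 16 lower. The 26 higher clones among the 42 had a median FC of 0.94 in systemic and 0.50 in local leaves, and all 26 were above 0 in local leaves. The 16 lower clones had medians of -0.88 and -0.61, and 15 were below 0 in local leaves. No difference between the leaves could be tested without replicate values. From the genes it found in systemic leaves alone, the paper proposes that defense signaling there may have features of its own.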

To investigate the types of genes responding to damage, DEGs were placed in 35 categories (BINs) based on their molecular function using MapMan [43-45]. DEGs with a wide variety of molecular functions were identified at both 1 hr and 8 hr after wounding (Table S1). While the number of DEGs substantially increased by 8 hr (Figure 1), the distribution of DEGs among the BINs at 1 and 8 hr after wounding were similar (Table S1). Statistical analysis was also performed using MapMan to test for enrichment of DEGs in any BINs (*Materials and Methods*). Five BINs (stress, photosynthesis, amino acid metabolism, tetrapyrole biosynthesis, and protein) and five subBINs (within the BINs for cell wall, RNA, lipid, and secondary and polyamine metabolism) were identified as differentially regulated after wounding (Table S1). Differentially regulated MapMan BINs/subBINs guided further dissection of the tomato response to wounding. Since only a small number of DEGs were identified in apical leaves at 1 hr (systemic DEGs) and since 83% of the 8-hr systemic DEGs overlapped with 8-hr local DEGs (Figure 1), detailed gene expression analysis was focused on the local wound response. A detailed analysis of wound-regulated DEGs appears in [46].

### Regulation of stress-responsive genes after wounding

 Consistent with previous studies, up-regulation of wound- and stress-responsive genes was a substantive component of the response to leaf injury (7% of total DEGs; Tables S1 and S3) [10,11,13,19]. Approximately 14% of the stress-related genes (BIN 20) on the array were differentially regulated after wounding. 

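Table S3 lists 62 clones of the stress class (BIN 20). In the deposited values 51 passed 0.8 upward and 11 downward in a local or systemic WT leaf after wounding. Their median FC was 0.09 at 0 hr, 0.73 and 1.00 in local leaves at 1 and 8 hr, and 0.26 in systemic leaves at 8 hr. Subtracting plate medians left 23 of 29 higher clones past 0.8 at 1 hr and 34 of 37 at 8 hr in local leaves.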

Of the 61 DEGs in this class, only 11 genes were down-regulated (Table S3). A majority of the down-regulated genes code for proteins associated with abiotic stress responses and have proposed functions in the regulation of water balance (putative major intrinsic proteins including aquaporins and tonoplast intrinsic proteins) and protein folding (homologues to HSP83, HSP80, HSP81-1, DnaJ) (Table S3). 

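Among the water-balance clones, major intrinsic protein 2 (STMEQ06) had an FC of -0.96 and aquaporin NIP5.1 (STMIS78) of -0.87 in local leaves at 1 hr, and delta tonoplast intrinsic protein (STMIV08) of -0.88 at 8 hr. In local leaves at 8 hr the homologues to HSP83 (STMCV76), HSP80 (STMEA19) and HSP81-1 (STMHS08) had FCs of -0.81, -0.82 and -0.85. The DnaJ-like clone (STMEQ11) had -0.72 in local and -0.83 in systemic leaves at 8 hr. NIP5.1 (-0.77), the tonoplast protein (-0.73), HSP80 (-0.77) and DnaJ in systemic leaves (-0.77) were no longer past 0.8 with plate medians subtracted. With the WT 0-hr column subtracted, the 3 HSP homologues lay between -0.68 and -0.48, NIP5.1 was at -0.69 and the tonoplast protein at -0.74.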

Down regulation of these water balance and chaperone genes was surprising given that breaches in tissue and cellular integrity can lead to dehydration and protein damage at the site of wounding [47]. The down-regulation of water channel protein genes may reflect the need to avoid an excessive water loss after injury. While counter-intuitive, the changes in chaperone gene expression may reflect the restoration of cellular homeostasis at the RNA level. 

 The majority of up-regulated DEGs in BIN 20 (stress) were spatially and temporally regulated (Table S3). For example, 14 of the 1-hr up-regulated DEGs were transiently induced (1-hr only). Several of these genes were associated with defense signal transduction including homologues of AtWRKY33, AtWRKY40, and AtWRKY75, a putative Leucine Rich-Repeat (LRR) receptor-like kinase, a whitefly-induced NAPDH oxidase (gp91-phox), and a Hin-1-like protein that has been associated with PAMP signaling (POTHR-1) [48-50]. It is possible that induction of these defense genes is important for limiting pathogen infection at the sites of tissue damage. 

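In Table S3, 14 clones are listed under 1 hr alone, 11 of them past 0.8 upward and 3 downward in local leaves at 1 hr. Their median FC was 1.09 at 1 hr and 0.26 at 8 hr, when values ranged from -0.75 to 0.79. After subtraction of plate medians 8 passed the threshold upward and 2 downward at 1 hr.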

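In local leaves the AtWRKY40-like clone (STMIW03) had an FC of 1.36 at 1 hr and -0.30 at 8 hr, the AtWRKY33 homologue (STMCN79) 1.10 and 0.24, and the AtWRKY75 homologue (STMFB09) 0.88 and 0.46. The LRR protein (STMGA54) had 1.12 at 1 hr and 0.78 at 8 hr. For gp91-phox (STMGZ63) the values were 0.94 and 0.28, and for POTHR-1 (STMJA60) 1.09 and 0.17. The AtWRKY75 homologue fell to 0.59 at 1 hr with either plate medians or the WT 0-hr column subtracted, and the LRR protein to 0.67 with plate medians subtracted.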

Other genes solely expressed at 1-hr included a universal stress-related protein, stress-activated protein kinase and two Late Embryogenesis-Abundant (LEA) genes (*ER5* and *Dhn2*) (Table S3). 

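ER5 (STMGA34) had an FC of 2.03 at 1 hr and 0.36 at 8 hr in local leaves. Dhn2 (STMJO29) had 0.68 at 1 hr and -0.83 at 8 hr, with -0.47 at 0 hr, so that subtracting the WT 0-hr column gave 1.15 and -0.36. The universal stress protein (STMEY92) had 1.73 at 1 hr and 0.58 at 8 hr. For the stress-activated protein kinase (STMDH09) the values were 0.95 and 0.34, and its 1-hr value fell to 0.57 with plate medians subtracted.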

The increases in *ER5* transcripts were consistent with previous studies that showed that *ER5* RNAs are rapidly and transiently induced by ethylene, drought, ABA, and wounding in tomato leaves [42]. 

 Other 1-hr stress-induced RNAs persisted until 8 hr and encoded proteins that may reduce the ability of pathogens to establish at the site of injury including: three pathogenesis-related (PR) proteins (PR-1c, PR-6, PR-10), three chitinases, and an endoglucanase inhibitor (Table S3) [51]. 

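The 18 clones that Table S3 lists under both times had a median FC of 1.07 at 1 hr and 1.25 at 8 hr in local leaves. PR-6 (STMFB60) had 1.97 at 1 hr and 1.31 at 8 hr, PR-1c (STMFB93) 1.27 and 1.01, and PR-10 (STMEY55) 0.92 and 1.19. The chitinases had 1.31 and 1.22 (endochitinase A homologue, STMIS93), 0.96 and 1.09 (class II, STMEY20), and 1.57 and 1.12 (acidic endochitinase, STMEO91). The endoglucanase inhibitor (STMHY32) had 1.00 and 1.26. None of these 7 clones was past 0.8 in systemic leaves at 8 hr, where their values ran from -0.63 for STMIS93 to 0.12 for STMHY32. PR-1c at 8 hr fell to 0.76 with the WT 0-hr column subtracted.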

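At 1 and 8 hr in local leaves the polygalacturonase clone (STMEF73) had FCs of 1.49 and 1.50, and the PPO clone STMDO41 had 0.86 and 3.57. The PPO precursor STMDB46 had 0.90 at 1 hr, 0.04 above its 0-hr value. The Lap clones STMGC30 (LapA), STMCR61 (LapN) and STMDQ06 had 1.00, 1.17 and 0.71 at 1 hr and 2.80, 2.35 and 2.81 at 8 hr. STMDQ06 carries the same annotation, neutral leucine aminopeptidase, as STMCR61. The paper describes LapN as rare and not induced by wounding. Whether Lap RNAs bind each other's spots was not tested, so the rise at STMCR61 cannot be assigned to LapN. Serine carboxypeptidase (STMCK62) had 0.95 and 1.07, and the cathepsin B-like clone STMGC07 0.86 and 1.02. Subtracting plate medians brought 1-hr values of STMDO41, STMGC30 and STMGC07 to 0.61, 0.68 and 0.54, and the 8-hr value of STMGC07 to 0.72. Subtracting the WT 0-hr column brought the 1-hr values of STMDO41, STMGC30 and STMCR61 to 0.36, 0.51 and 0.70. The mean over the clones that Table S4 lists was 0.59 for PPO and 0.62 for cathepsin B at 1 hr.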

Other genes expressed at both 1 and 8 hr included several JA-induced proteins (JIPs) with established roles in defense (polygalacturonase, PPOs, and LAP-A) and additional peptidases (Ser carboxypeptidase and a cathepsin B-like proteinase). Cathepsin B is a member of the Cys proteinase superfamily, which includes enzymes that antagonize herbivores or modulate the hypersensitive response to plant pathogens [52,53]. To date, surprisingly little is known of cathepsin B’s role in wounding or insect defense. 

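For the 30 clones of Table S3 listed under 8 hr alone, the median FC in local leaves was 0.10 at 1 hr, with a range of -0.55 to 0.77, and 0.97 at 8 hr. At 8 hr 19 of them were past 0.8 upward and 7 downward in local leaves, and 15 upward and 2 downward in systemic leaves.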

 A substantive number of stress-related genes (29 DEGs) were only detected at 8 hr after injury (Table S3). 

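In local leaves PinI (STMIU61) had an FC of 0.05 at 1 hr and 3.28 at 8 hr, and PinII (STMHT35) 0.20 and 2.75. PPO-B (STMCP56) had 0.71 at 1 hr and 0.71 at 0 hr. The cathepsin D inhibitor (STMCQ55) had 0.36 at 1 hr and 3.18 at 8 hr. Cystatin (STMIX49) reached 0.51 in local and 1.04 in systemic leaves at 8 hr. The polygalacturonase inhibitor (STMCK43) had 0.75 at 1 hr and 1.44 at 8 hr in local leaves.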

The 8-hr induced DEGs encoded additional JIPs, such as PPO-B, PinI, PinII, Cys protease inhibitors (cathepsin D inhibitor and cystatin), and a polygalacturonase inhibitor. Other well-studied JIPs such as threonine deaminase and arginase, with known anti-nutritive effects, were not present on the array [7]. 

 Surprisingly transcripts for several well-characterized genes encoding “early” wound-inducible response genes [*Lipoxygenase A* (*LoxA*), *Phospholipase A1*, and *Prosystemin*] were only detected at 8 hr after injury (Table S3) [15]. 

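In local leaves LoxA (STMGX36) had an FC of 0.57 at 1 hr and 2.53 at 8 hr, and Phospholipase A1 (STMGZ27) 0.53 and 1.28. The 3 clones that Table S4 lists for Phospholipase A1 ranged from 0.20 to 1.01 at 1 hr and from 1.04 to 1.61 at 8 hr. Prosystemin (STMCL45) had 0.32 at 1 hr and 0.53 at 8 hr in local leaves, and 1.16 in systemic leaves at 8 hr.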

Previous studies have shown that *Prosystemin* and *LoxA* RNAs are detected in healthy leaves and increase by 0.5 hr to reach peak levels by 6 to 8 hr after wounding [15]. The absence of these RNAs at 1 hr may be due to differences in the wounding protocols, tomato genotypes or the inability of the CSH microarray to detect the small changes in tomato RNA levels [54,55]. The array data presented here provided the first evidence of tomato’s *phospholipase A1* RNAs increasing after injury, which correlates with the rapid increase phospholipase A activity after wounding in tomato [56] and is consistent with increases in *Arabidopsis Phospholipase A* RNAs after wounding and abiotic stress [57]. 

### Regulation of photosynthesis and reactive oxygen species metabolism

 Although some exceptions are known, the global down-regulation of photosynthesis gene expression appears to be a response that has been subject to evolutionary selection, since it occurs in many plant-pathogen and -herbivore interactions [9,58]. 

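Table S5 lists 68 clones of photosynthesis (BIN 1, 55 clones) and tetrapyrrole metabolism (BIN 19, 13 clones) past 0.8 in WT. In local leaves 34 of them were past it downward at 1 hr and 62 at 8 hr, with median FCs of -0.79 and -1.38. The lower clones among them made up 26.6% of all lower clones at 1 hr and 24.8% at 8 hr, or 10.2% and 11.6% of the clones past 0.8 in either direction. BIN 1 clones had medians of -0.71 and -1.36, and BIN 19 clones of -0.95 and -1.78. Phototropin 2 had FCs of -0.50 and -1.03 (STMEQ22) and of -0.48 and -0.88 (STMCU58), the last at -0.79 with the WT 0-hr column subtracted. Subtracting plate medians left 32 and 59 of the 68 clones past the threshold downward.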

Consistent with these findings, 10-12% of the down-regulated DEGs at 1 and 8 hr after wounding encoded proteins for tetrapyrole metabolism (BIN 19) and photosynthesis/carbon fixation (BIN 1), including PSI, PSII, light harvesting complexes, and the blue-light receptor phototropin 2 (Tables S1, S5, and S6). While these changes were most dramatic in the injured leaves, the decline in some BIN 1 and BIN 19 RNAs was also observed systemically. 

 

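The 68 clones had a median FC of -0.78 in systemic leaves at 8 hr, and 33 of them were past 0.8 downward, 25 of BIN 1 and 8 of BIN 19. The lowest, fructose-1,6-bisphosphatase (STMIU17), had -2.07 there. At 1 hr in systemic leaves the median was -0.14 and 0 of the 68 were past the threshold. Phototropin 2 in systemic leaves at 8 hr had -0.85 (STMEQ22) and -0.87 (STMCU58), and both fell to -0.78 with the WT 0-hr column subtracted.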

While H_2_O_2_ and other ROS are essential for wound signaling in tomato [59], ROS are toxic at higher concentrations and must quickly be catabolized. For this reason, it was not surprising that 13% of the ROS metabolism genes (BIN21) on the array were DEGs (Table S7). However, counter-intuitively, almost half of DEGs encoding ROS catabolism proteins were down-regulated after injury, suggesting there is a complex regulation of ROS metabolism during the tomato wound response, perhaps involving temporal and/or spatial regulation of different ROS species. 

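Table S7 lists 10 clones for redox metabolism, of which 6 passed 0.8 upward and 4 downward in a wounded WT leaf. At 1 hr in local leaves 2 were past it, both upward, a cytosolic superoxide dismutase (STMCQ83, 0.81) and a glutathione peroxidase homologue (STMDC64, 0.94). At 8 hr 4 were higher and 4 lower in local leaves, with a range of -1.34 to 1.79. These clones, and the lower ones, were chosen for naming after their values were seen.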

Interestingly, a majority of the down-regulated ROS metabolism genes encoded proteins localized to the plastid and none of the up-regulated ROS gene products were plastid localized. This is consistent with previous studies that showed that the localization rather than function, determined regulation of ROS metabolism genes after stress [9]. 

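In local leaves at 8 hr the 4 lower redox clones were plastid superoxide dismutase (STMJG34, -1.10), a chloroplast thioredoxin-like clone (STMCV49, -1.34), a thioredoxin peroxidase homologue (STMJA50, -0.82) and a cytosolic glutathione S-transferase (STMIS65, -1.09). Table S7 names the plastid or chloroplast for 2 of them, gives no location for the thioredoxin peroxidase, and names the plastid for 0 of the 6 higher clones.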

The reduced levels of ROS catabolism RNAs may reflect the need for plastid-generated ROS, which can serve as an anti-microbial agent or a retrograde signal to enhance or modify wound responses [31,58,60].

### Regulate the regulators: RNA and protein metabolism

 The array monitored a large number of genes involved in regulating gene expression at a variety of levels from transcriptional to post-translational control [BIN 27 (RNA) and BIN29 (Protein), respectively]. Approximately 14% of the DEGs at 1 and 8 hr after wounding were involved in RNA metabolism (BIN 27), which included 801 transcription factors and their accessory proteins, as well as RNA-binding proteins (Tables S1 and S6). 

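Table S6 lists 47 clones of RNA metabolism (BIN 27). By the deposited values 17 passed 0.8 in local leaves at 1 hr alone, 9 at 1 hr and 8 hr, and 21 in an 8-hr leaf alone. Of the 17, 15 were higher and 2 lower, with a median FC of 0.97, and 10 were past the threshold upward and 1 downward with plate medians subtracted. The 9 present at both times split into 4 higher and 5 lower.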

Evidence for early and late phases of transcription factor RNA accumulation was noted with 26 “early” (1-hr only), 27 “late” (8-hr only), and 8 “persistent” (1-hr and 8-hr) DEGs (Tables S4 and S6). 

 A substantive number of genes (56 genes) involved with protein metabolism (BIN 29: protein synthesis, modification, degradation, or sorting) were regulated after injury (Tables S4 and S6). 

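Among the protein-metabolism clones of Table S6 are 10 ribosomal proteins, with median FCs of -0.75 at 1 hr and -1.01 at 8 hr in local leaves. Of these, 5 were past 0.8 downward at 1 hr and 8 at 8 hr. The 4 that the table places in the plastid had a median of -0.91 at 1 hr and -0.89 at 8 hr, and at 8 hr they ranged from -1.11 to -0.81.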

Consistent with the preferential decline in RNAs encoding proteins destined for the chloroplast, several plastid ribosomal protein RNAs were down-regulated DEGs. In addition, wounding impacted genes in the protein folding and post-translational modifications BINs. For example, nine DEGs encoded kinases and phosphatases that may control the phosphorylation status of proteins involved with transcriptional cascades, ER to nucleus signaling (IRE1-like protein gene), and/or protein turnover [61,62]. 

 The majority of protein metabolism DEGs were involved in protein degradation. 

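Table S6 lists 30 clones under protein degradation. In local leaves 9 of them were past 0.8 upward and 2 downward at 1 hr, and 21 upward and 4 downward at 8 hr. The higher clones numbered 6 at 1 hr and 17 at 8 hr with plate medians subtracted. Leaving out the proteinase inhibitor and Lap clones, there were 7 higher at 1 hr and 11 at 8 hr. Polyubiquitin (STMGC93) had an FC of 0.91 at 1 hr and 0.97 at 8 hr, which fell to 0.59 and 0.67 with plate medians subtracted.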

With a small number of exceptions, these DEGs were up-regulated and doubled in number by 8 hr (Tables S4 and S6). These DEGs included polyubiquitin, a putative F-box family member, LAP, Cys and Asp proteinases, and Ser carboxypeptidases. Proteinases may have multiple roles in the wound response including generation/catabolism of bioactive peptides or retrograde signals to control defense signaling [25,63,64] or directly interfering with insect midgut integrity or nutritional value of food [65,66]. In addition, these enzymes may be essential for the re-establishment of cellular homeostasis in cells surrounding the wound site by degrading damaged proteins to prevent the accumulation of unfolded proteins, which can aggregate and induce cell death, and providing a pool of amino acids for cellular recovery [65]. 

### Strengthening cell walls

 Consistent with the need to fortify physical barriers against opportunistic pathogens [47,67], a predominant response of tomato leaves after wounding was activation of cell wall-strengthening genes; 12% of the DEGs resided in the cell wall or secondary metabolism BINs (BIN 10 and 16, respectively; Table S7). Of particular importance are the genes involved in phenylpropanoid biosynthesis. These metabolites reinforce the cell wall serving as cell-wall bound phenolics, lignins, suberin, and cuticle-associated phenolics [68]. In addition, phenylpropanoids can be oxidized by wound-induced PPOs to form toxic quinones that have anti-feedant and toxic effects on insects [69]. 

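Of the 12 phenylpropanoid clones in Table S7, 10 passed 0.8 upward and 2 downward in a local or systemic WT leaf after wounding. In local leaves their median FC was 0.85 at 1 hr and 0.87 at 8 hr, with 7 clones past the threshold upward at each time. These became 6 clones at 1 hr and 5 at 8 hr with plate medians subtracted.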

 After wounding, most tomato RNAs encoding enzymes for phenylpropanoid biosynthesis (BIN 16) increase. In this study, the exception is the gene that encodes phenylalanine ammonia lyase (PAL), the first and committed step to phenylpropanoid biosynthesis. While the tomato *PAL5* RNA is known to increase in response to wounding, JA, ethylene and ABA [73,74], *PAL* was not detected as a DEG in this study (Table S2; Figure 2). This is likely due to the facts that *PAL5* RNAs are present at high levels in healthy tomato leaves and current tomato cDNA sequences indicate that several additional *PAL* gene transcripts may cross-hybridize with the potato PAL spots on the array. In contrast, our study does show that many of the other RNAs for core phenylpropanoid biosynthetic genes such as *Cinnamic Acid 4-Hydroxylase* (*C4H*) and *4-Coumarate:Coenzyme A Ligase* (*C4L*) are DEGs (Figure 2; Table S7). 

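C4H (STMCS41) had an FC of 1.45 at 1 hr and 0.88 at 8 hr in local leaves, the latter 0.75 with plate medians subtracted. Of the 4CL-like clones, STMDR02 had 0.85 in local leaves at 8 hr and STMGC82 had 1.27 at 1 hr and 0.64 at 8 hr. A further 4CL-like clone, STMIY78, went down, to -0.97 at 1 hr and -2.06 at 8 hr. Its 2 clones in Table S4 were at -0.97 and 0.72 at 1 hr and at -2.06 and -1.14 at 8 hr. The 8-hr value of STMDR02 fell to 0.65 with plate medians subtracted, and the 1-hr value of STMIY78 to -0.61 with the WT 0-hr column subtracted.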

The C4H and C4L products are used for synthesis of lignins (monolignols) or anthocyanins (flavonoids) [68]. After injury in tomato leaves, monolignol biosynthesis gene RNAs increased; in contrast, the rate-limiting flavonoid biosynthetic gene (*Chalcone Synthase*; *CHS*) RNAs declined (Table S7; Figure 2). Furthermore, there was a down-regulation of cell wall-degrading and -remodeling enzyme RNAs (BIN 10) at both 1 hr and 8 hr after wounding (Table S7) [67]. Collectively, these data support the premise that there is increased lignification and fortification of the cell wall at the expense of cell wall flexibility/expansion and production of flavonoids after wounding in tomato (Figure 2). 

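The p-coumaroyl shikimate 3'-hydroxylase clone (STMIC76), an enzyme of monolignol synthesis, had an FC of 0.87 at 1 hr and 1.23 at 8 hr in local leaves. Tyramine hydroxycinnamoyl transferase (STMJE63) had 1.13 at 1 hr and 0.53 at 8 hr. CHS (STMHP28) had -1.09 and -1.11 in local leaves and -0.74 in systemic leaves at 8 hr. The 1-hr value of STMIC76 was 0.74 with the WT 0-hr column subtracted.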

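The 9 cell wall clones of Table S7 were all below 0 in local leaves at both times, with a median FC of -0.80 at 1 hr, when 4 were past 0.8, and -0.89 at 8 hr, when 6 were. At 8 hr they ranged from -1.80 to -0.34.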

**Figure 2:**
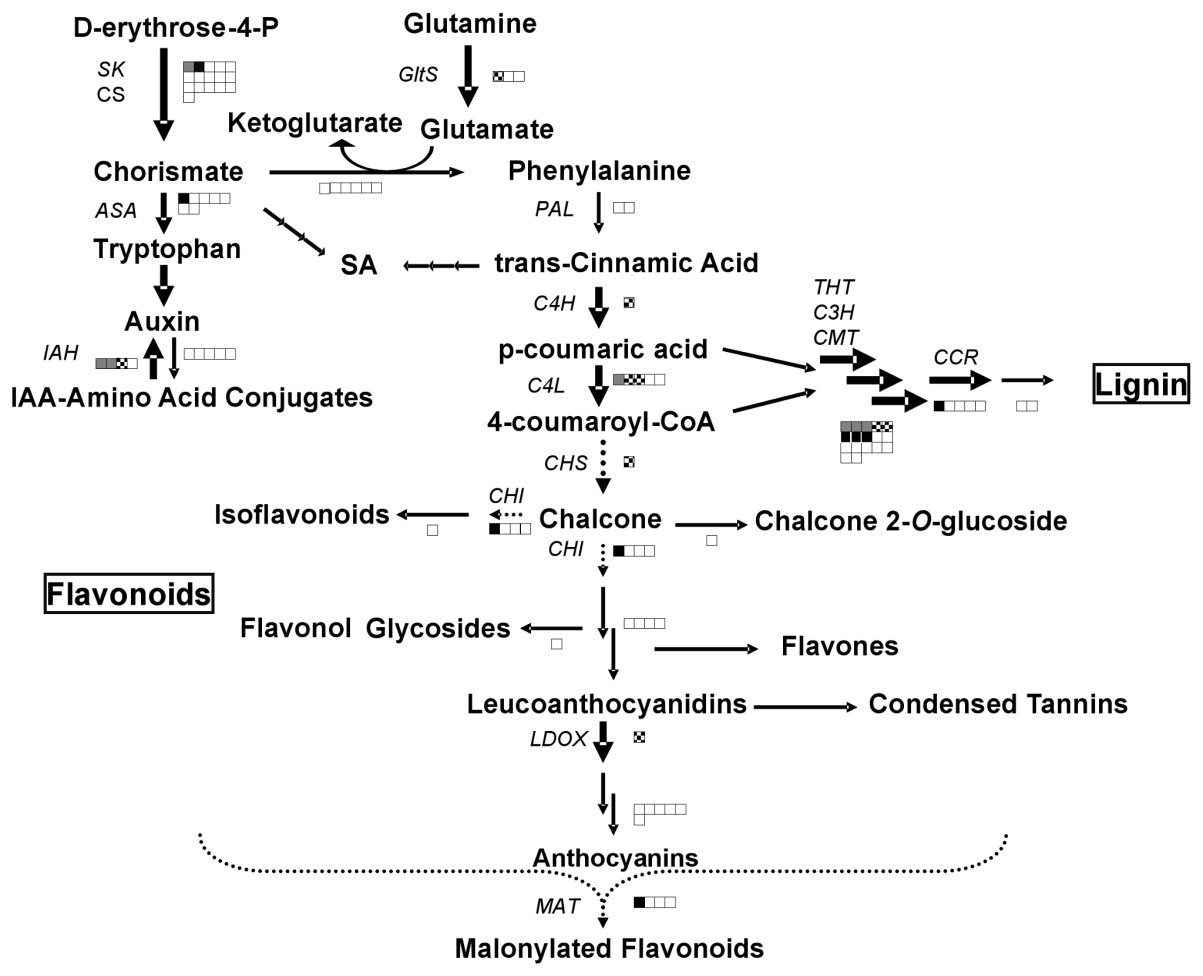
Changes in phenylpropanoid synthesis and catabolism gene RNAs after wounding. Many genes involved in phenylpropanoid metabolism were wound-regulated DEGs. For each biochemical step the number of genes regulated out of total number of clones representing those genes on the TIGR 10-K (version 3) potato cDNA microarray is indicated as a single or cluster of blocks. The colored blocks represent DEGs regulated at 1 hr (grey) and 8 hr (black) or both (checkered). Up-regulated DEGs are indicated by solid arrows and down-regulated DEGs are represented by dotted arrows. For some biochemical steps, enzymes were not represented on the array; no boxes appear at these steps. For complete pathway see Plant Metabolic Network (PMN; pmn.plantcyc.org). *PAL, phenylalanine* *ammonia-lyase; C4H, cinnamic* *acid 4-hydroxylase; C4L, 4-coumarate-CoA* *ligase; CCR, cinnamoyl-CoA* *reductase; CHI, chalcone* *isomerase; LDOX, Leucoanthocyanidin dioxygenase; CHS, Chalcone synthase; MAT, Malonyltransferase; ASA, Anthranilate* *synthase* *alpha; SK, Shikimate kinase; CS, Chorismate synthase; GltS, Glutamate synthase; THT, Tyramine* *N-hydroxycinnamoyl* *transferase; C3H, P-coumaroyl* *shikimate 3'-hydroxylase; CMT, Caffeoyl-CoA* *O-methyltransferase*.

### Lipid and jasmonate metabolism and signaling

 The roles of lipids and jasmonates in defense and wound signaling are well established and evidence for differential regulation of lipid metabolism genes (BIN 11) after injury of tomato leaves was found using the CSH arrays [6,70]. Fatty acid desaturases (FADs; BIN 11.2) catalyze the formation of double bonds in the lipid tails of fatty acids. The wound-induced tomato *FAD7*, also known as *SPR2* (*Suppressor of Prosystemin mediated responses2*), provides precursors for defense-related oxylipins and JA [71]. Other tomato FADs are less well characterized and only the *FAD5, FAD8* and *FAD2* genes were represented on this array. This microarray provided the first report that injury causes a decline in the RNAs encoding the plastid-localized FAD5 and FAD6 (Table S7). 

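In local and systemic leaves at 8 hr FAD5 (STMCP71) had FCs of -1.42 and -1.34, and FAD6 (STMEI66) -1.98 and -1.33. At 1 hr in local leaves they had -0.32 and -0.30. The 4 clones that Table S4 lists for FAD6 ranged from -2.16 to -0.76 in local leaves at 8 hr.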

If FAD5/6 activity also declines in parallel with *FAD5/6* RNAs, this may be important mechanism for restoring JA and other lipid levels to non-stress levels. FAD2 is located in the ER and is involved in defense-independent lipid metabolism [70]. In addition*, FAD2* RNA levels increase in response to insect oral secretions in potato [20] and JA treatments and whitefly feeding in *Arabidopsis* [11,72,73]. The CSH microarray data presented here provided the first evidence that the two tomato *FAD2* genes were reciprocally and temporally regulated with an increase in *FAD2.1-like* RNAs (1 hr) and a decline in *FAD2.2-like* RNAs (8 hr) after wounding (Table S7). 

 

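The FAD2.1-like clone (STMGH41) had an FC of 0.88 at 1 hr and 0.59 at 8 hr in local leaves. FAD2.2-like (STMES31) had -0.51 at 1 hr and -1.33 at 8 hr, and -0.95 in systemic leaves at 8 hr. The 1-hr value of STMGH41 fell to 0.56 with plate medians and to 0.59 with the WT 0-hr column subtracted.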

LOXs catalyze the addition of oxygen to linoleic or linolenic acids and have a key role in defense and wound signaling. 13-LOX-derived lipids are precursors for JA [6] and while the role for 9-LOX-derived oxylipins is less well-characterized, they have also been implicated in defense and mitochondria-to-nucleus retrograde signaling [74-76]. The array monitored one *13-LOX* gene (*LoxC*), one *9-LOX* gene (*LoxA*) and a *Lox6* gene that has not been characterized to date in tomato. 

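Lox6 (STMGL95) had an FC of 0.13 at 1 hr and 1.00 at 8 hr in local leaves, and 0.74 in systemic leaves at 8 hr. LoxA (STMGX36) had 0.91 in systemic leaves at 8 hr, which fell to 0.78 with the WT 0-hr column subtracted.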

Increases in only *LoxA* and *Lox6* RNAs were detected at 8 hr after injury (Table S3). Many wound-responsive genes associated with JA and JA-Ile biosynthesis were not on the array including: *LoxB* (a 9-LOX gene), *LoxD* (a 13-LOX gene)*, Allene Oxide Synthase*, *Allene Oxide Cyclase*, *Acyl-CoA Oxidase*, *12-OPDA reductase* 3, as well as *Jasmonic acid responsive 1* [6,18,19,77]. 

 Linolenic acid is also used to produce six-carbon, green leaf volatiles (GLV), which have both direct and indirect roles in plant-herbivore interactions [78] and divinyl ether fatty acids, which have been implicated in pathogen defense [70]. The array monitored expression of two GLV biosynthesis genes encoding the rate-limiting hydroperoxide lyase (HPL; BIN 20) and alcohol dehydrogenase (ADH2; BIN 5) and one divinyl ether synthase (DES; BIN 17.7). These RNAs were not injury induced (Table S2), which is consistent with previous studies in the Solanaceae [17,19,79] but contrasts with *Arabidopsis* [11,78]. 

### Defense modulators - ET and SA

 Ethylene’s (ET) role in defense signaling is species dependent [80,81]. In tomato, ET treatments increase *PR* gene RNAs but not the canonical wound-response *PinII* gene RNAs [82,83]. However, studies with an ET-perception mutant and pharmacological studies show that ET is essential for a robust wound response in tomato [84]. The microarray data presented here is consistent with a modest ET injury response with up-regulation of only four genes encoding aminocyclopropane-1-carboxylate oxidase (ACO), ER5, and two ET-responsive transcription factors similar to ABR1 and RAP2.7 (Tables S6 and S8, Figure 3) [42,85]. 

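ACO (STMER30) had an FC of 0.57 at 1 hr and 0.93 at 8 hr in local leaves. The clone similar to ABR1 (STMFB78) had 1.17 at 1 hr and 0.44 at 8 hr, and that similar to RAP2.7 (STMJN16) 1.58 and 0.46. In systemic leaves the same clones lay between -0.21 (ACO) and 0.40 (ABR1) at 1 hr.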

**Figure 3:**
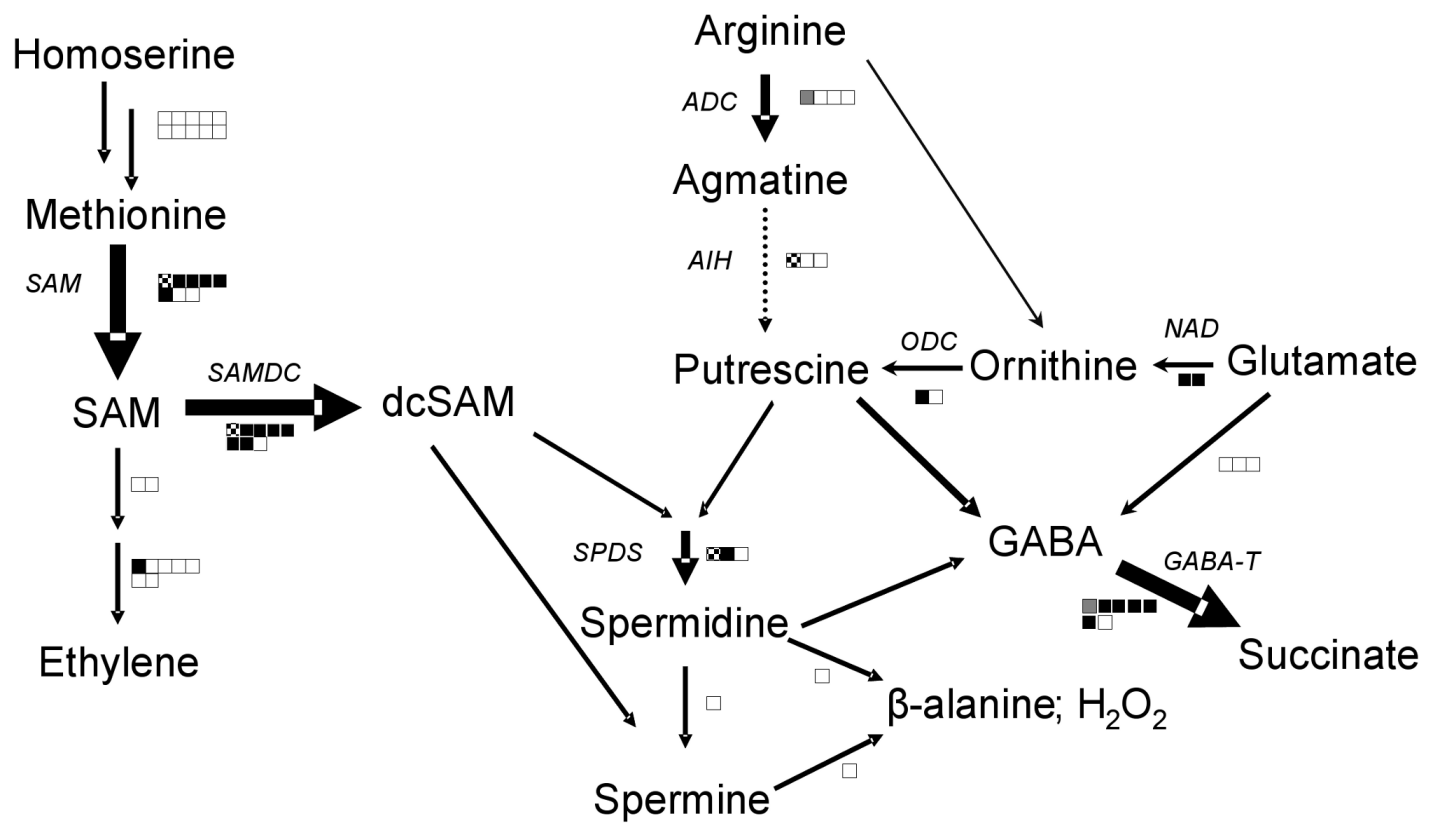
Changes in polyamine, SAM, and ethylene synthesis and catabolism gene RNAs after wounding. Many genes involved in polyamine, SAM, and ethylene metabolism were wound-induced DEGs in tomato. DEG expression patterns are represented as described in Figure 2. *SAM, S-adenosylmethionine* *synthetase; SAMDC, S-adenosylmethionine* *decarboxylase; SPDS, Spermidine synthase; ADC, Arginine* *decarboxylase; AIH, Agmatine* *iminohydrolase; ODC, Ornithine* *decarboxylase; NAD, N-acetylornithine* *deacetylase; GABA-T, GABA* *Transaminase*.

 Salicylic acid (SA) is a key defense hormone involved in the cross-talk of defense networks [12,81]. There was a paucity of SA biosynthesis/modification and SA perception genes on the 10-K array (BIN 17.8; Tables S2 and S8) [86]. Of the three SA biosynthesis/modification RNAs monitored, none changed in response to wounding (Figure 2; Table S2). The key genes involved with SA perception (*NPR3, NPR4*) and signaling transduction (*NPR1*) were not present on the potato array. However, the array showed that the NPR1-interacting protein *TGA2* RNAs increased in damaged leaves by 8 hr (Table S8) [87]. 

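TGA2 (STMEP60) had an FC of 0.77 at 1 hr and 0.86 at 8 hr in local leaves, and -0.28 in systemic leaves at 8 hr. Its 1-hr value was 0.90 with the WT 0-hr column subtracted.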

TGA2 controls SA-mediated defenses and innate immunity in tomato and presumably enhances defenses to protect against opportunistic pathogens after injury (Table S8).

### Isoprenoid hormones and wounding

 Isopentenyl diphosphate (IPP) is the building block for the synthesis of the large and functionally and structurally diverse set of metabolites called isoprenoids [88]. IPP is synthesized in the plastid using the 2-C-methyl-D-erythritol 4-phosphate (MEP) pathway leading to production of monoterpenes, antioxidant carotenoids, and photosynthetic metabolites, as well as ABA, cytokinins (CK), and gibberellic acid (GA). The mevalonate (MVA) pathway produces IPP for cytoplasmic or mitochondrial isoprenoids including sesquiterpenes, sterols and brassinosteroids (BRs). 

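Of 5 isoprenoid clones in Table S7, the isopentenyl diphosphate isomerase (STMDU15) had an FC of 0.26 at 1 hr and 1.14 at 8 hr in local leaves. The sesquiterpene synthase (STMCA79) had -0.63 and -0.82, the latter -0.75 with plate medians subtracted. The other genes of both pathways are not analysed here, since Table S2 is held only in part.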

 The microarray analyses indicated that none of the core MVA- or MEP-pathway genes were DEGs (BIN16; Table S2) and the majority of sesquiterpenoid and monoterpene biosynthesis genes on the array were not DEGs (Table S7). The lack of regulation of these genes at the RNA level was surprising, since levels both monoterpenes and sesquiterpenes increase after wounding/herbivory in tomato [89,90] and RNAs encoding the rate-limiting enzymes for the MVA and MEP pathways (*3-hydroxy-3- methylglutaryl-coenzyme A reductase and 1-deoxy-D-xylulose 5-phosphate synthase*, respectively) increase in response to MeJA and wounding in potato and herbivory in tomato [90-92]. These data suggest that regulation at other levels of gene expression occurs in the tomato cultivar used for this study, as has been noted in other species [88], or the CSH array was not able to detect small changes in the levels of these transcripts. 

 The ability to perceive MEP pathway-derived CK is important for SA and JA accumulation after wounding in tobacco [93]. However, in tomato, none of the 14 genes involved in CK biosynthesis or signaling/response were DEGs (BIN 17.4; Table S2). This suggests that CK’s role after injury may be different in tomato and tobacco, regulation must occur at a different level of gene expression, or the changes in CK biosynthesis/response gene RNAs are small, thereby evading CSH detection.

 ABA levels increase after injury and are essential for a robust wound response in tomato [94]. Only two genes dedicated to ABA biosynthesis were present on the array (BIN17.1; Table S2). *NCED1* (*9-cis-Epoxy-Carotenoid Dioxygenase 1*) and *NCED4* encode the rate limiting enzymes for ABA biosynthesis [95]. Only *NCED1* was a DEG with its RNAs increasing in damaged leaves early (Table S8). 

 

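The NCED clone (STMGC08), which Table S8 annotates as NCED 2 and not NCED1, had an FC of 0.94 at 1 hr and 0.45 at 8 hr in local leaves, and 0.34 in systemic leaves at 1 hr. Its 1-hr local value was 0.62 with plate medians subtracted.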

In tomato, GA antagonizes wound signaling [96]. Of the 17 genes involved in GA biosynthesis, signaling or responses (BIN 17.6; Tables S2 and S8), only two were DEGs. 

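The ent-kaurenoic acid oxidase clone (STMCY85) had an FC of 0.90 at 1 hr and 1.26 at 8 hr in local leaves, and 0.44 and 0.96 in systemic leaves. Subtraction of the WT 0-hr column gave 0.68 in local leaves at 1 hr and 0.75 in systemic leaves at 8 hr.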

*Ent-Kaeurenoic Acid Oxidase* (*KAO*) RNAs increased locally and systemically. KAO synthesizes GA_12_, which is a precursor to the bioactive GA forms (GA_1_, GA_3_, and GA_4_) [97]. While regulation of GA synthesis is known to occur at the transcript level in other plants, *GA oxidase* rather than *KAO* transcripts are typically regulated [97]. 

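GAST1 (STMJC16) had an FC of -1.35 at 1 hr and -0.99 at 8 hr in local leaves, the latter -0.78 with the WT 0-hr column subtracted. Its systemic value at 8 hr was 0.07.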

The *GA-regulated* Transcript *1* (*GAST1*) RNAs decreased after leaf injury. *GAST1* transcription is known to be induced by GA and suppressed by ABA in tomato leaves [98]. In addition, *GAST1* RNAs increase in response to herbivory in potato and tomato [20,99] suggesting that herbivore elicitors may induce *GAST1* gene expression suggesting unanticipated complexities of GA and herbivory. 

 Finally, BR is derived from cytosolic isoprenoids and is a negative regulator of JA-regulated defenses in tomato [100]. Several sterol and BR biosynthetic genes were DEGs (Bin 17.3; Table S7). *Squalene monooxygenase/epoxidase* RNAs decreased 8 hr after wounding (Table S8). In contrast, RNAs for a gene encoding a rating-limiting enzyme (C-8,7 sterol isomerase) and several BR biosynthesis enzymes [DWARF1, DWARF1-like, steroid 5-α-reductase (DET2)] increased after injury (Table S8). 

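Squalene monooxygenase (STMGL44) had an FC of -0.48 at 1 hr and -0.92 at 8 hr in local leaves, and -0.66 in systemic leaves at 8 hr.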

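The C-8,7 sterol isomerase (STMCQ85) had an FC of 1.25 in local leaves at 8 hr, DWARF1 (STMGG42) 1.27 and the DWARF1-like clone (STMCF04) 1.33. At 1 hr they had 0.02, 0.45 and 0.33. DET2 (STMGY73) had 0.798 at 1 hr and 0.63 at 8 hr in local leaves, both below 0.8. In systemic leaves it had 0.41 at 1 hr and 0.70 at 8 hr. DWARF1 had 0.82 in systemic leaves at 8 hr, which fell to 0.72 with plate medians subtracted.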

The microarray data suggest that BR responses may be complexly regulated, for none of the 11 BR-response/signaling genes were DEGs.

### Amino acid-derived signaling molecules in defense (IAA, polyamines, GABA)

 MapMan identified the amino acid metabolism BIN as differentially regulated after wounding (BIN 13; Tables S1 and S7). Amino acid pools are critical for synthesis of proteins, auxin, polyamines, and γ-aminobutyrate (GABA). Trp is a precursor to auxin and indole alkaloids [101]. The first committed step to Trp biosynthesis is catalyzed by anthranilate synthase (AS). 

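AS1 (STMCE75) had an FC of 0.27 at 1 hr and 0.83 at 8 hr in local leaves, and 0.23 in systemic leaves at 8 hr. The 8-hr local value was 0.78 with plate medians and 0.79 with the WT 0-hr column subtracted.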

While *AS1* RNAs increased after injury (Table S7), other auxin biosynthetic genes and the five *IAA-amido synthetase* genes (responsible for forming IAA-amino acid conjugates) were not DEGs (BIN 17.2; Figure 2; Tables S2 and S8) [102]. In contrast, three *IAA-amino acid hydrolase* RNAs accumulated in damaged leaves (Table S8); if the changes in *IAA-amino acid hydrolase* RNAs are paralleled with increases in hydrolase activities, there may be more active IAA, which is known to enhance JA signaling in tomato roots [103]. In addition, two negative regulators of auxin signaling (*AUX/IAA* genes: *IAA2.3-like* and *IAA28-like*) were down-regulated late after injury, which was also consistent with this theory (Table S8) [104]. 

 

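The IAA amidohydrolase-like clone (STMIW94) had an FC of 1.72 at 1 hr and 0.09 at 8 hr in local leaves. IAA-amino acid hydrolase 3 (STMCM67) had 1.85 and 2.78, and IAA-amino acid hydrolase 6 (STMGN14) 0.91 and 0.81. With the WT 0-hr column subtracted, STMGN14 had 0.78 and 0.68.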

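The IAA2.3-like clone (STMDP46) had an FC of -0.23 at 1 hr and -0.89 at 8 hr in local leaves, and the IAA28-like clone (STMGW46) -0.72 and -1.03. The 8-hr values became -0.79 and -0.72 with the WT 0-hr column subtracted.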

One of the most prominent changes after injury was up-regulation of polyamine biosynthesis genes (BIN 22; Table S7). Polyamines are polycationic compounds with roles in abiotic/biotic stress [105]. Over 50% of the polyamine biosynthesis genes on the array were up-regulated after wounding including genes encoding arginine decarboxylase, ornithine decarboxylase, agmatine iminohydrolase, and N-acetylornithine deacetylase (Table S8; Figure 3). In particular, RNAs encoding spermidine synthase and enzymes critical for decarboxylated S-adenosylmethionine (dcSAM) biosynthesis (SAM synthetase and SAM decarboxylase) increased markedly after wounding (BIN 22.1.2; Figure 3; Table S8). This is consistent with the fact that SAM decarboxylase transcript levels are correlated with polyamine levels and polyamines and polyamine biosynthesis RNAs increase after MeJA treatments and pathogen infection in tomato [106,107]. 

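Of the 6 polyamine clones in Table S7, 5 passed 0.8 upward and 1 downward in a local or systemic WT leaf after wounding. Arginine decarboxylase (STMCF12) had an FC of 1.01 at 1 hr and 0.77 at 8 hr in local leaves, and ornithine decarboxylase (STMDV29) 0.67 in local and 1.11 in systemic leaves at 8 hr. Agmatine iminohydrolase (STMHW26) had -0.91 at 1 hr and -0.97 at 8 hr in local leaves. N-acetylornithine deacetylase (STMHR62) had 1.98 in local and 1.84 in systemic leaves at 8 hr. With the WT 0-hr column subtracted, arginine decarboxylase was at 0.68 at 1 hr, ornithine decarboxylase at 0.77 in systemic leaves, and agmatine iminohydrolase at -0.63 and -0.69.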

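Spermidine synthase (STMCV17) had an FC of 0.84 at 1 hr and 2.16 at 8 hr in local leaves, and 2.21 in systemic leaves at 8 hr. SAM decarboxylase (STMIN52) had 0.55 at 1 hr and 2.06 at 8 hr in local leaves, and its 7 clones in Table S4 ranged from 1.66 to 2.12 at 8 hr. SAM synthetase (STMCJ60) had 0.40 and 1.28, and its 6 clones ranged from 1.01 to 1.68 at 8 hr. The 1-hr value of STMCV17 fell to 0.68 with plate medians and to 0.42 with the WT 0-hr column subtracted.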

The oxidation of polyamines generates H_2_O_2_, which strengthens cell walls and serves as a mobile defense signaling molecule; polyamines are also used to generate toxic phenylpropanoid-polyamine conjugates (PPC) [108,109]. PPCs slow insect growth, are antimicrobial and strengthen the plant cell wall [108,110]. Since the phenylpropanoid pathway is also up-regulated after wounding (discussed above), the wound-induced polyamines are likely to be channeled in part toward PPC production.

 The Glu and the polyamine pathways also produce GABA (Figure 3) [111]. GABA antagonizes insect growth and increases resistance to herbivory in several plant species. GABA levels rapidly increase in response to wounding, insect crawling and herbivore feeding through post-translational regulation of glutamate decarboxylase (GAD) [111,112]. While genes for enzymes that convert putrescine and spermidine to GABA were not present on the array, *GAD* RNAs did not increase in response to mechanical wounding (BIN 13; Table S2). 

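GABA transaminase 1 (STMCJ20) had an FC of 1.04 at 1 hr and 0.63 at 8 hr in local leaves. GABA transaminase isozyme 2 (STMGU10) had -0.25 at 1 hr and 0.59 at 8 hr in local leaves, and 0.90 in systemic leaves at 8 hr, where its 5 clones ranged from 0.83 to 0.97.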

Interestingly, several RNAs encoding GABA transaminase, which catabolizes GABA, increased after wounding suggesting that wound-induced increases in GABA may be rapidly depleted to restore homeostasis (Figure 3; Table S7).

### LapA-SI has delayed responses after wounding

 LAP-A is critical for mounting an effective defense against chewing insects [25]. LAP-A controls the abundance and persistence of late wound-response RNAs, such as *PinI*, *PinII*, and *PPO-F*, but does not influence early wound-response RNAs [25]. To broaden our understanding of the scope of LAP-A’s impact on tomato’s gene expression programs, the local and systemic injury responses in WT and *LapA-SI* plants were compared at 0, 1, and 8 hr after wounding using the potato cDNA arrays. 

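LapA-SI plants carry a transgene that silences LapA and LapN. The LapA-SI arrays covered the same 5 combinations of time and leaf, with 1 deposited FC per clone and condition and no value for a single replicate. Every LapA-SI sample was compared with the WT 0-hr reference, so its FC holds the effect of the genotype as well as that of wounding. The SD across clones was 0.25 at 0 hr, 0.24 and 0.18 in local and systemic leaves at 1 hr, and 0.41 and 0.38 at 8 hr. Genotypes were compared by subtracting the WT FC of the same time and leaf from the LapA-SI FC, and no test of a difference was possible. As alternatives, plate medians or the 0-hr column of the same genotype were subtracted first.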

RNA levels relative to the WT 0-hr control (FC) were determined and statistical analysis was performed as before. 

 The local and systemic gene expression trends at 1 hr and 8 hr after injury in WT versus *LapA-SI* leaves are displayed in Figure 4. Overall gene expression was correlated between the genotypes in all samples. 

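Across all 10764 clones, which are not independent replicates, the R^2 between WT and LapA-SI was 0.423 in local and 0.158 in systemic leaves at 1 hr, and 0.679 in local leaves at 8 hr. At 0 hr, with no wounding in either column, it was 0.323. Subtraction of each genotype's 0-hr column moved the 1-hr local value most, to 0.0188, and gave 0.0827 in systemic leaves at 1 hr and 0.344 in local leaves at 8 hr. With plate medians subtracted before the 0-hr columns the 1-hr local value was 0.122.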

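Over all clones the R^2 between WT and LapA-SI in systemic leaves at 8 hr was 0.778, and 0.800 without the Lap clones. Over the 465 clones past 0.8 in at least 1 of both genotypes it was 0.921, against 0.887 over 697 clones in local leaves at 8 hr and 0.731 over 397 clones in local leaves at 1 hr.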

The strongest correlation between WT and *LapA-SI* DEGs was in systemic leaves at 8-hr after wounding (R^2^= 0.8016). Only a few genes were differentially regulated (p<0.05, |FC| ≥0.8) in the *LapA-SI* line after wounding relative to WT plants (genotype DEGs or gDEGs). 

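The LapA-SI and WT values of a clone differed by at least 0.8 for 61 clones in local leaves at 1 hr (11 higher and 50 lower in LapA-SI), 62 in local leaves at 8 hr (20 higher and 42 lower) and 23 in systemic leaves at 8 hr. There were 8 in systemic leaves at 1 hr. After plate medians were subtracted the counts were 37 and 40 in local leaves at 1 and 8 hr, and with each genotype's 0-hr column subtracted they were 612 and 495. At 1 hr in local leaves the largest positive differences were 1.04 for the Protodermal Factor 1-like clone (STMEL61), 1.03 for an aldehyde dehydrogenase-like clone (STMJA78), 0.90 for GAST1 (STMJC16), and 0.88 and 0.86 for En/Spm-like transposon clones (STMEN59 and STMGO63). Besides the Lap clones STMGC30 (-1.66) and STMCR61 (-1.65), the largest negative ones were -1.40 for a cell wall protein precursor (STMEP76), -1.37 for osmotin-like OSML13 (STMCY79) and -1.37 for polygalacturonase (STMEF73). At 8 hr in local leaves the largest positive differences were 1.34 for acidic endochitinase (STMEO91), 1.17 for ABC transporter F5 (STMCC78), 1.07 for STMDP40, 1.06 for STMJD93 and 1.01 for Dhn2 (STMJO29). A note to Table S10 gives STMDP40 and STMJD93 as further clones of that transporter and of the chitinase. The most negative were those of the Lap clones, followed by 2 PPO clones (STMCP56, -1.30, and STMCI55, -1.11).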

As expected, *Lap* transcripts were absent in the *LapA-SI* line (Figure 4; Table 1). 

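In LapA-SI local leaves the FC of STMGC30 (LapA) was -0.66 at 1 hr and -0.97 at 8 hr, that of STMCR61 (LapN) -0.48 and -0.49, and that of the Lap preprotein clone STMDQ06 -0.50 and -1.12. LapA-SI minus WT was -3.77 for STMGC30, -2.83 for STMCR61 and -3.93 for STMDQ06 in local leaves at 8 hr. Already at 0 hr it was -1.70 for STMGC30 and -2.23 for STMDQ06. An FC below 0 gives RNA below the WT 0-hr reference, and the array gives no level at which an RNA counts as absent. When the LapA-SI 0-hr column was subtracted, the 8-hr local values of STMGC30 and STMDQ06 changed sign, to 0.24 and 0.65.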

Surprisingly, none of the previously characterized wound-responsive genes (*PinI, PinII* and *PPO*) that were strongly *LapA* dependent in previous studies were statistically different in the *LapA-SI* lines at 1 and 8 hr after wounding. This is likely due to the fact that LAP-A had largest impacts on transcript abundance at 12 to 24 hr after wounding [25]. 

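In LapA-SI local leaves at 8 hr PinI (STMIU61) had an FC of 3.36 and PinII (STMHT35) of 3.27, which differed from WT by 0.08 and 0.52. The differences in systemic leaves at 8 hr were 0.38 and 0.56. PPO-B (STMCP56) differed by -1.30 and a further PPO clone (STMCI55) by -1.11 in local leaves at 8 hr, both lower in LapA-SI. PPO-B was higher in LapA-SI in systemic leaves at 8 hr, by 0.77. At 1 hr in local leaves the differences were 0.22 for PinI, 0.19 for PinII and -0.12 for PPO-B.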

**Figure 4:**
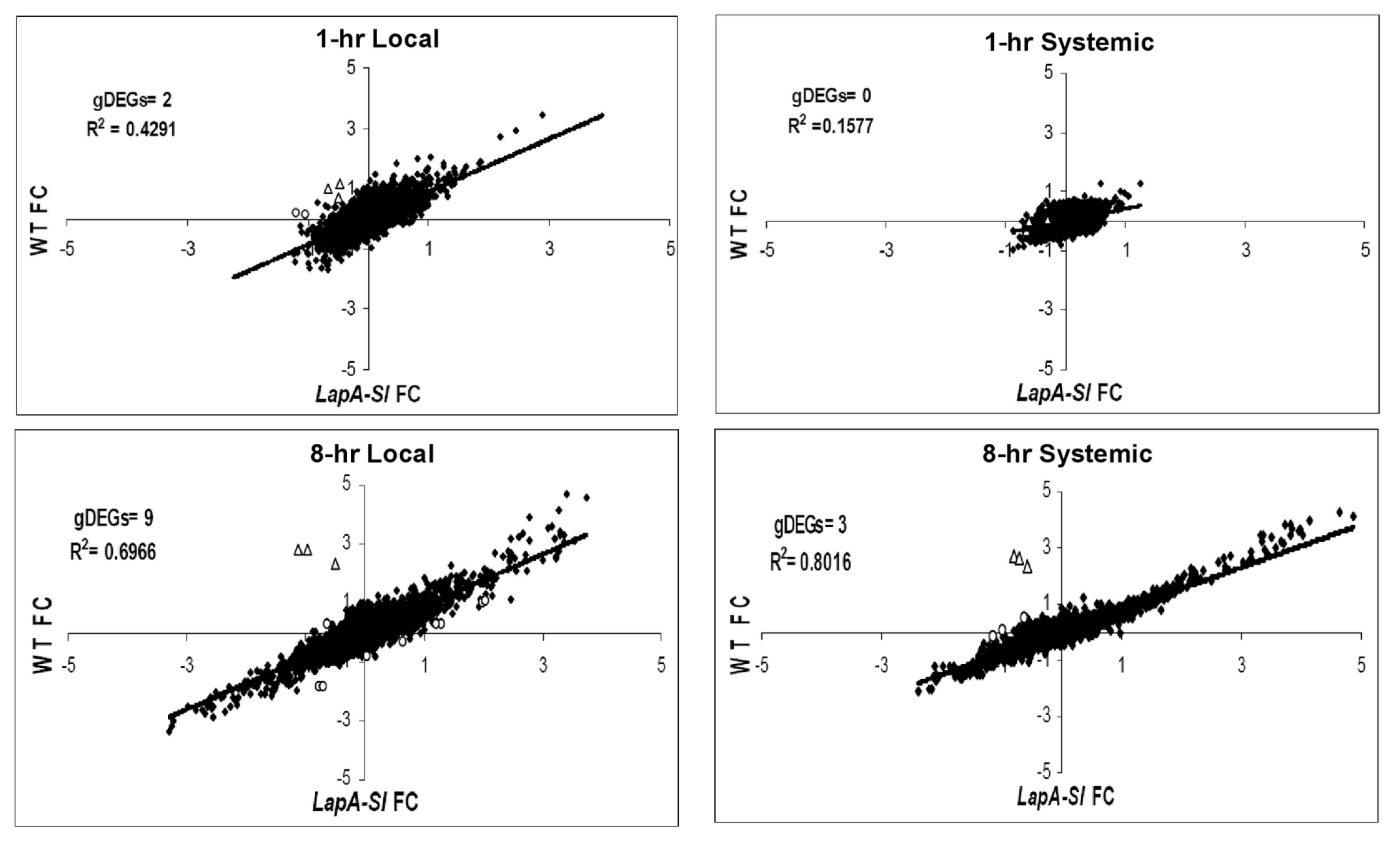
Relative RNA fold change in WT vs. ***LapA-SI* lines 1 and 8h after wounding**. Correlation of relative RNA fold change (FC) between WT and *LapA-SI* lines after wounding. RNAs accumulated to similar levels in WT and LapA-SI leaves are indicated by closed diamonds. The genes differentially regulated between in *LapA-SI* and WT leaves are indicated by open circles (genotype DEGS (gDEGs); p<0.05, |FC| ≥0.8]). *LapA* RNAs are indicated by open triangles.

**Table 1:** Genotype DEGs at 1 and 8 hr after wounding^A^.

				**WT**					***LapA-SI***				
				**0 hr**	**1 hr**		**8 hr**		**0 hr**	**1 hr**		**8 hr**	
**Time Point**	**BIN**	**Clone ID^B^, ^C^**	**Annotation**		**Local**	**Systemic**	**Local**	**Systemic**		**Local**	**Systemic**	**Local**	**Systemic**
1-hr Local	34	STMDJ91*	Similar to vacuolar proton pump	0.04	0.17	0.00	0.28	0.16	-0.81	-1.19	-0.72	-0.63	-0.66
	34	STMFB95*	Homologue to chloride channel protein	0.11	0.11	0.12	0.15	0.03	-0.70	-1.03	-0.44	-0.50	-0.76
8-hr Local	20	STMGZ34^†^	Heat shock cognate protein 80	-0.11	-0.14	-0.01	-0.72	-0.37	-0.05	0.12	0.07	-0.05	-0.30
	20	STMIB24*	Similar to DnaJ-like protein	-0.22	-0.32	-0.41	0.29	-0.35	-0.02	-0.83	-0.47	-0.63	-0.91
	29	STMIX54^†^	Similar to ATP-dependent Clp proteolytic subunit	-0.04	0.23	-0.10	0.30	0.02	0.10	0.64	0.32	1.20	0.25
	29	STMIX83^†^	Similar to 60S ribosomal protein L6	-0.23	-0.48	-0.13	-0.79	-0.28	-0.62	-0.22	0.01	0.04	0.00
	20/29	STMEU11^†^	Homologue to cathepsin B cysteine proteinase	-0.01	0.76	-0.14	1.05	0.64	-0.37	0.61	0.21	2.05	1.20
	10.2	STMCZ18*	endo-1,4-beta-glucanase	0.17	0.19	0.23	0.23	0.02	0.49	0.00	0.24	-0.39	-0.08
	34	STMCC78^B†^	Similar to ABC transporter F family protein 5	-0.39	-0.61	-0.60	-1.86	-1.55	-0.53	-0.16	-0.19	-0.69	-1.59
	25	STMEA95^†^	Weakly similar to carboxylesterase	-0.16	0.19	-0.12	0.29	-0.10	0.17	0.40	0.05	1.30	0.51
	26	STMHX28^†^	Similar to UDP-glycosyltransferase	-0.20	-0.18	-0.36	-0.31	-0.32	0.06	-0.06	-0.36	0.64	-0.06
8-hr Systemic	10.7	STMHG34*	Xyloglycan endo-transglycosylase	0.06	-0.01	-0.38	-0.19	0.48	0.12	0.02	-0.45	-0.59	-0.61
	35	STMGV86*	Similar to hypothetical protein VITISV_011279*	0.05	0.09	-0.16	0.05	0.04	0.20	-0.75	-0.37	-0.82	-0.99
8-hr Local & Systemic	29	STMCB75*	Similar to 50S ribosomal protein L1	-0.13	-0.47	-0.10	-0.53	-0.20	-0.64	-1.01	-0.41	-1.27	-1.15

^A^ At each experimental point, the |FC| ≥0.8 (p<0.05) of each gene was determined. gDEGs were identified by comparing gene signals in the WT and *LapA-SI* lines.

^B^ gDEGs that have RNAs at lower levels in *LapA-SI* relative to WT are indicated with an asterisk. gDEGs that have RNAs at higher levels in *LapA-SI* relative to WT are indicated with a ^†^

^C^ Two cDNAs (STMCC78 and STMDP40) representing the ABC transporter F family protein 5 gene were on the TIGR 10-K (version 3) microarray. Signals from STMCC78 are shown.

 Fourteen other genes were identified as gDEGs at 1 and/or 8 hr after wounding (Figure 4; Table 1). 

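All 14 clones of Table 1 differed between the genotypes in the direction the table gives, and 11 of them by at least 0.8 in each leaf for which it lists them. The clone of 50S ribosomal protein L1 (STMCB75), listed for both leaves at 8 hr, differed by -0.94 in systemic and by -0.75 in local leaves. The differences of HSP80 (STMGZ34, 0.68) and an endo-1,4-beta-glucanase (STMCZ18, -0.62) in local leaves at 8 hr were below 0.8 in size. Xyloglucan endotransglycosylase (STMHG34) differed by -1.09 in systemic leaves at 8 hr and the hypothetical protein clone STMGV86 by -1.03.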

Two genes impacting ion transport (a vacuolar proton pump and chloride channel protein) were suppressed 1 hr after injury in *LapA-SI* leaves relative to WT leaves. 

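The vacuolar proton pump clone (STMDJ91) had an FC of 0.17 in WT and -1.19 in LapA-SI in local leaves at 1 hr, and the chloride channel clone (STMFB95) 0.11 and -1.03. Both were lower in LapA-SI at 0 hr too, by -0.84 and -0.82. Subtraction of each genotype's 0-hr column left LapA-SI values of -0.39 and -0.32 at 1 hr.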

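LapA-SI minus WT in local leaves at 8 hr was 0.90 for ClpP (STMIX54), 1.00 for cathepsin B (STMEU11) and -0.92 for the DnaJ-like clone (STMIB24). It was 1.17 for ABC transporter F5 (STMCC78), 1.01 for a carboxylesterase (STMEA95), 0.95 for a UDP-glycosyltransferase (STMHX28) and 0.83 for 60S ribosomal protein L6 (STMIX83). The last fell to 0.74 with plate medians subtracted. HSP80 (STMGZ34) was at -0.72 in WT and -0.05 in LapA-SI.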

By 8 hr, many of the gDEGs encoded proteins involved in stress (BIN 20) and/or protein metabolism (BIN 29) including HSP80, a DnaJ-like protein, ClpP, and cathepsin B. Seven of the ten gDEGs identified at 8-hr in injured leaves were up-regulated in *LapA-SI* relative to WT. These data indicated that LAP-A’s impact on responses to injury is broader than previously recognized [25].

 In addition to identifying a small number of gDEGs after injury, the overall responsiveness of the *LapA-SI* lines to wounding was delayed relative to WT plants. For example, the number of DEGs (FC| ≥ 0.8) identified in *LapA-SI* leaves 1 hr after wounding (149 DEGs) was less than half of those in the WT plants (329 DEGs) (Table S1). In addition, there was a trend of lower expression of stress-related DEGs (BIN20) in the *LapA-SI* lines compared to WT (Table S3); this was most striking at 1 hr. Therefore, to identify the genes that were differentially regulated in the *LapA-SI* plants at 1 hr, the top 100 genes with the largest fold differences (|FC|=0.72-1.66) between *LapA-SI* and WT in 1-hr damaged leaves were compared (Table S9). 

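In LapA-SI local leaves at 1 hr, 154 clones passed 0.8, 111 higher and 43 lower, which is 0.464 times the WT count. The 204 higher WT clones had a median FC of 0.95 in WT and 0.63 in LapA-SI, and 26 of them were higher in LapA-SI than in WT. Across clones past the threshold in WT, the slope of LapA-SI on WT values was 0.606. Selection of these clones by their WT value in the same column by itself favours lower LapA-SI values, so neither the medians nor the slope measure the size of a genotype difference. The ratio of counts was 0.536 with plate medians subtracted. With each genotype's 0-hr column subtracted it went the other way, to 1.30, from 284 clones in LapA-SI and 219 in WT. When plate medians were subtracted before the 0-hr columns it was 0.806. The highest LapA-SI values were 2.88 for STMDJ96 and 2.44 for STMDR02, followed by STMCX10, and the lowest were -1.24 for a beta-xylosidase (STMEA11), -1.20 for a B-box zinc finger clone (STMDB34) and -1.19 for a vacuolar ATP synthase clone (STMDJ91). The systemic leaves of LapA-SI at 1 hr were highest for STMCY27 (1.25), STMDR02 (1.05) and STMGG85 (0.98), and lowest for STMGF01 (-0.89) and STMGT33 (-0.87) and for STMIY78 (-0.78). From the smaller number of genes in LapA-SI leaves at 1 hr, the paper reasons that the response of these plants to wounding was delayed.

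**Figure D1:**
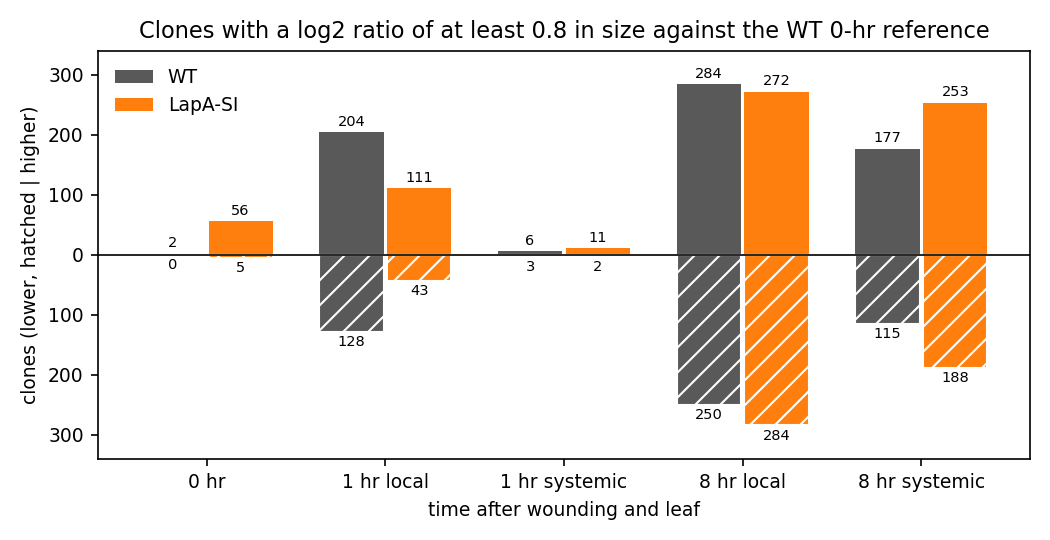
Number of clones with an FC of at least 0.8 above or below the WT 0-hr reference, for each time and leaf, in WT (grey) and LapA-SI (orange). In local leaves at 1 hr the bars stand at 204 higher and 128 lower clones in WT and at 111 and 43 in LapA-SI.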

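Besides Lap clones, 27 stress clones of Table S3 were past 0.8 upward in WT local leaves at 1 hr, and their median LapA-SI minus WT difference was -0.50, with 25 of them lower in LapA-SI. The other 175 clones higher in WT had a median difference of -0.43, and 86.3% of them were lower in LapA-SI. Both groups were chosen by the WT value, which by itself favours lower LapA-SI values. Of 10000 random lists of as many other clones, matched on the WT value, 16.4% had a lower median, and 7.24% with plate medians subtracted. In local leaves at 8 hr the medians were 0.08 for 35 stress clones and -0.14 for 246 others, and 99.0% of random lists had a lower median.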

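The 100 largest differences between the genotypes in local leaves at 1 hr were at least 0.72 in size, and 97 of the 100 clones of Table S9 were among them. Of the clones in Table S9, 58 differed by at least 0.8, and 26 did so once plate medians were subtracted. The p-values printed in Table S9, which are the paper's, are under 0.05 for 4 clones.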

A majority of these genes were not identified as significantly different due to high variation associated with CSH comparisons. However, these analyses showed a compelling trend. A majority of these RNAs (78%) were at lower levels in the *LapA-SI* relative to WT leaves. 

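Among the 100 largest differences in local leaves at 1 hr, 78 were lower in LapA-SI (95% interval 68.9% to 85.0%). After subtraction of plate medians 47 of the 100 largest were lower, and with each genotype's 0-hr column subtracted 97 were. In the LapA-SI 0-hr column 36.4% of the variance across clones lay between plates. With plate medians subtracted before the 0-hr columns 56 were lower, so the 97 cannot be read as an effect of the genotype alone.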

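In Table S9, 13 of the 30 clones with the lowest LapA-SI minus WT differences in local leaves at 1 hr carry a stress annotation, 9 of them with BIN 20. Their median difference was -0.99.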

Interestingly, when the top 30 most suppressed genes were viewed, 12 of the cDNAs encoded proteins involved in stress responses (BIN 20). No enrichment of BINs was seen in the 22 genes with an up-regulation trend in *LapA-SI* plants (Table S9).

 By 8 hr after wounding, the numbers of local and systemic DEGs in *LapA-SI* vs WT plants were similar (Table S1). However, inspection of the top 100 most differentially expressed genes at 8 hr after injury (|FC|=0.72-3.93) in the *LapA-SI* vs WT plants indicated that the majority of genes (74%) had lower RNA levels in *LapA-SI* than WT (Table S10). 

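At 8 hr LapA-SI leaves had 556 clones past 0.8 in local leaves, 272 higher and 284 lower, and 441 in systemic leaves, 253 higher and 188 lower. The ratio to WT was 1.04 in local leaves, falling to 0.892 at a threshold of 0.6, and 1.51 in systemic leaves. Of the 177 clones higher in WT systemic leaves, 157 were higher still in LapA-SI (88.7%), with median FCs of 1.26 in WT and 1.58 in LapA-SI. In local leaves 391 clones were past the threshold the same way in both genotypes, and in systemic leaves 268 were. The highest LapA-SI values were 3.75 for STMDB46, 3.54 for an F-box-like clone (STMHN37) and 3.41 for PPO-B (STMCP56) in local leaves, and 4.86 for STMCP56, 4.63 for STMDB46 and 4.14 for STMDU79 in systemic leaves. The lowest were -3.30 for STMIB46, -3.24 for STMIU17 and -3.22 for STMCK54 in local leaves, and -2.40 for STMCK54, -2.22 for STMIB46 and -2.15 for STMIU17 in systemic leaves.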

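Among the 100 largest differences in local leaves at 8 hr, 71 were lower in LapA-SI (95% interval 61.5% to 79.0%), and the smallest of them was 0.73 in size. Table S10 shares 92 clones with this set, and 74 of its 100 clones were lower in LapA-SI. When plate medians were subtracted 40 of the 100 largest were lower in LapA-SI, and with each genotype's 0-hr column subtracted 95 were. With plate medians subtracted before the 0-hr columns 56 were.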

Different BINs were preferentially represented in the top 30 suppressed and induced genes in *LapA-SI* plants. By 8 hr, only six of the top 30 suppressed genes were stress-related (BIN 20) and ten of the 26 up-regulated genes were associated with protein metabolism (BIN 29). These genes encoded proteases (ClpP, cathepsin B), abiotic stress-response proteins (HSP90, TAS14) and PR proteins (PR-1b, class II chitinase, and endo-1,3-β-glucosidase). 

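In Table S10, 7 of the 30 clones with the lowest differences in local leaves at 8 hr carry a stress annotation, with a median of -0.92, and 6 of them are of BIN 20. Of the 26 clones higher in LapA-SI, 8 carry a stress annotation and 5 are listed under protein metabolism.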

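For the HSP90-2-like clone (STMEK46) LapA-SI minus WT was 0.81 in local leaves at 8 hr, and it was 0.85 for PR-1b (STMIN04), 0.98 for the endo-1,3-beta-glucosidase (STMBB21) and 0.92 for TAS14 (STMGE38). PR-1b was at 0.63 in WT and 1.48 in LapA-SI. For STMEO91, which Table S10 annotates as a class II chitinase and Table S3 as an acidic endochitinase, the difference was 1.34 and the LapA-SI value 2.46. For the class II chitinase clone of Table S3 (STMEY20) the difference was -0.03.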

While subject to variability, together the 1-hr and 8-hr trends suggest that LAP-A modulation of stress responses was more complex and occurred earlier after injury than previously realized.

### LAP-A impacts gene expression of PR-1 and late wound-induced dehydrins

 While a small number of DEGs were identified in the *LapA-SI* line compared to WT after mechanical wounding (Table 1), there was a set of 49 genes that were predicted to be differentially regulated by LAP-A before injury (0-hr gDEGs) (Figure 5; Tables S11 and S12). 

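At 0 hr 61 clones had an FC of at least 0.8 in size in LapA-SI, 56 of them higher, against 2 in WT. All 49 clones of Table S11 were among them, 46 higher and 3 lower, with a median FC of 0.86 in LapA-SI and 0.22 in WT. LapA-SI minus WT was at least 0.8 in size for 14 of the 49, and the largest positive differences over all clones were 1.20 for PR-6 (STMFB60), 1.12 for TAS14 (STMGE38), 1.02 for an aspartyl protease-like clone (STMCR83), and 1.09 and 0.96 for STMGG54 and STMGZ60. Besides the Lap clones, the most negative was -0.97 for STMCI79. The 49 clones lay on 21 of the 159 plates, and 25 of them on plates STMGA to STMGH. In the LapA-SI 0-hr column 36.4% of the variance across clones lay between plates, and plate medians ran from -0.22 (STMHI) to 0.53 (STMGG). With plate medians subtracted 15 of all clones and 4 of the 49 passed the threshold. SlWRKY42 (STMCS81) went from 1.02 to 0.71, MYBR29-like (STMDH75) from 0.86 to 0.52, BEL1-like (STMGB83) from 0.89 to 0.42 and GID1 (STMGA83) from 0.97 to 0.51.

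**Figure D2:**
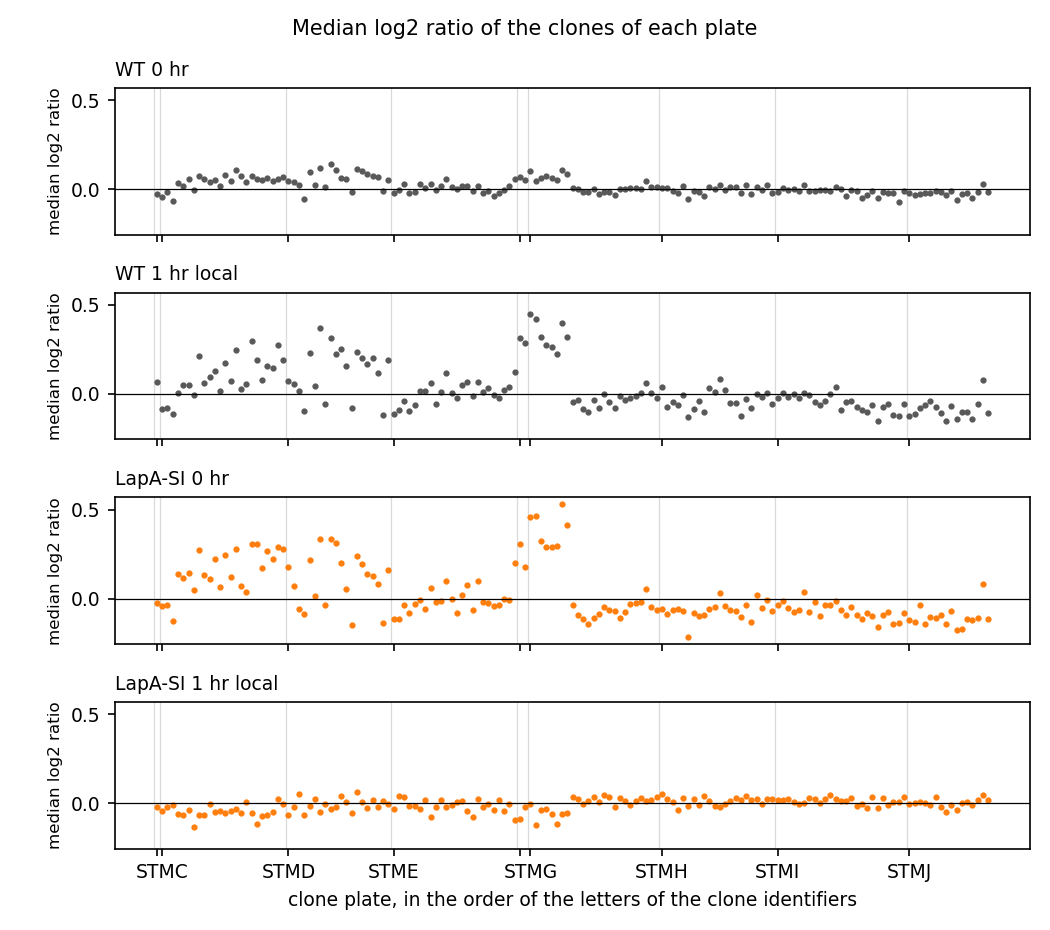
Median FC (log2) of the clones of each plate, with the 159 plates in the order of their letters, for WT and LapA-SI at 0 hr and in local leaves at 1 hr. In LapA-SI at 0 hr the medians run from -0.22 to 0.53, and neighbouring plates lie close to each other.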

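The 49 clones of Table S11 had median FCs of 0.55 in local and 0.50 in systemic leaves at 1 hr in WT, and of -0.05 and 0.10 in LapA-SI. In local leaves at 8 hr the medians were 0.65 in WT and -0.02 in LapA-SI. At 1 hr in local leaves 46 of the 49 were lower in LapA-SI than in WT, and 10 were past 0.8 in WT. With plate medians subtracted the WT median at 1 hr was 0.28, and 36 of the 49 were lower in LapA-SI.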

A majority of the putative 0-hr gDEGs were up-regulated in the *LapA-SI* line and were co-regulated 1 hr and 8 hr after wounding (Figure S1; Table S11). However, when homologs of seven potato ESTs were identified and their RNA levels were monitored by RT-PCR or qPCR (Tables S11 and S12; *Materials and Methods*), no 0-hr gDEGs could be confirmed. This could be due to the complications of utilizing CSH arrays as discussed below including the fact that many of the potato ESTs examined had high sequence identity with more than one tomato gene (Table S12). In addition, the RT- and qPCR data indicated that four of the genes characterized (*SlWRKY42, MYBR29-like, VACULOLAR ATPase*, and *BEL1-like*) encoded rare class RNAs and therefore differences in RNA levels may have been obscured by biological variation between replicates (data not shown). 

**Figure 5:**
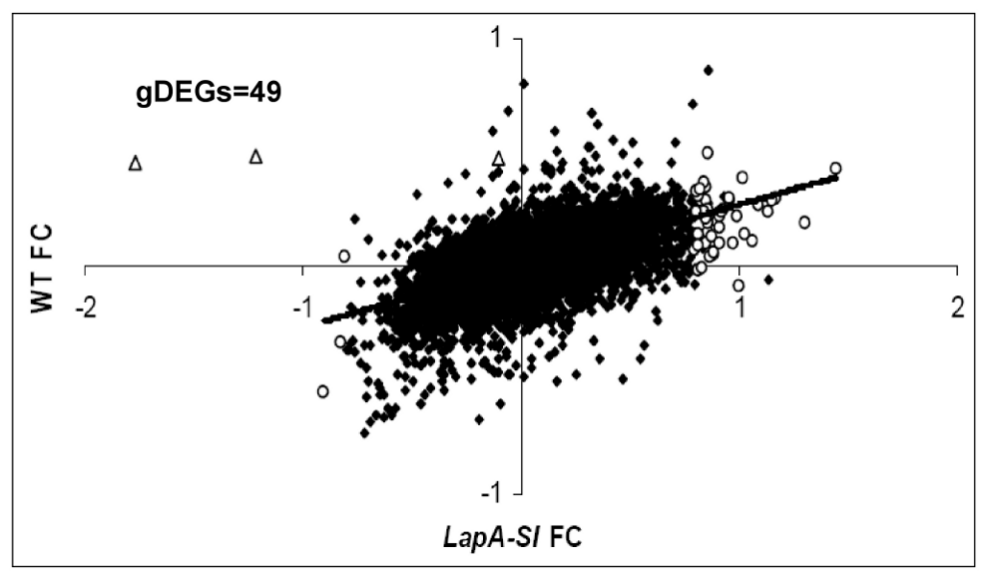
Genes differentially regulated in *LapA-SI* before wounding (putative 0-hr gDEGs). Genes with RNAs at similar levels in *LapA-SI* and WT leaves before wounding (0 hr) are indicated with closed diamonds (log_2_ fold change (FC) <1.5). Putative 0-hr g*DEG*s are indicated with open circles (p<0.05, |FC| ≥0.8). *LapA* RNAs are indicated by open triangles.

 Genotype-dependent expression patterns were observed when the tomato homologs for the potato basic *PR-1* and *dehydrin* genes were studied (Figure 6). In tomato, the *PR-1* family includes five genes encoding three basic PR-1 proteins (PR-1a, PR-1b, PR-1c) with potent antifungal activity and two acidic proteins (PR-1a1, PR-1a2) (Table S12) [113,114]. Previous studies showed that *PR-1b* RNAs accumulate to high levels in response to SA, ET and MeJA, while the related *PR-1a* and *PR-1a2* are not regulated by ET nor SA [82,114,115]. While the *PR-1a and PR-1b* RNAs are pathogen induced, *PR-1a2* RNAs are not [114]. Less is known about *PR-1c* and *PR-1a1*, which are most closely related to the basic potato *PR-1* on the array (Table S12). Previous studies showed that *PR-1c* RNAs increase in response to pathogens, *PR-1a1* RNAs are not responsive to ET or SA [114]. The qPCR analyses in our study showed that the *PR-1a1* encoded a low abundance RNA and did not accumulate in response to injury in WT, *LapA-SI* or *LapA-OX* leaves (data not shown).

**Figure 6:**
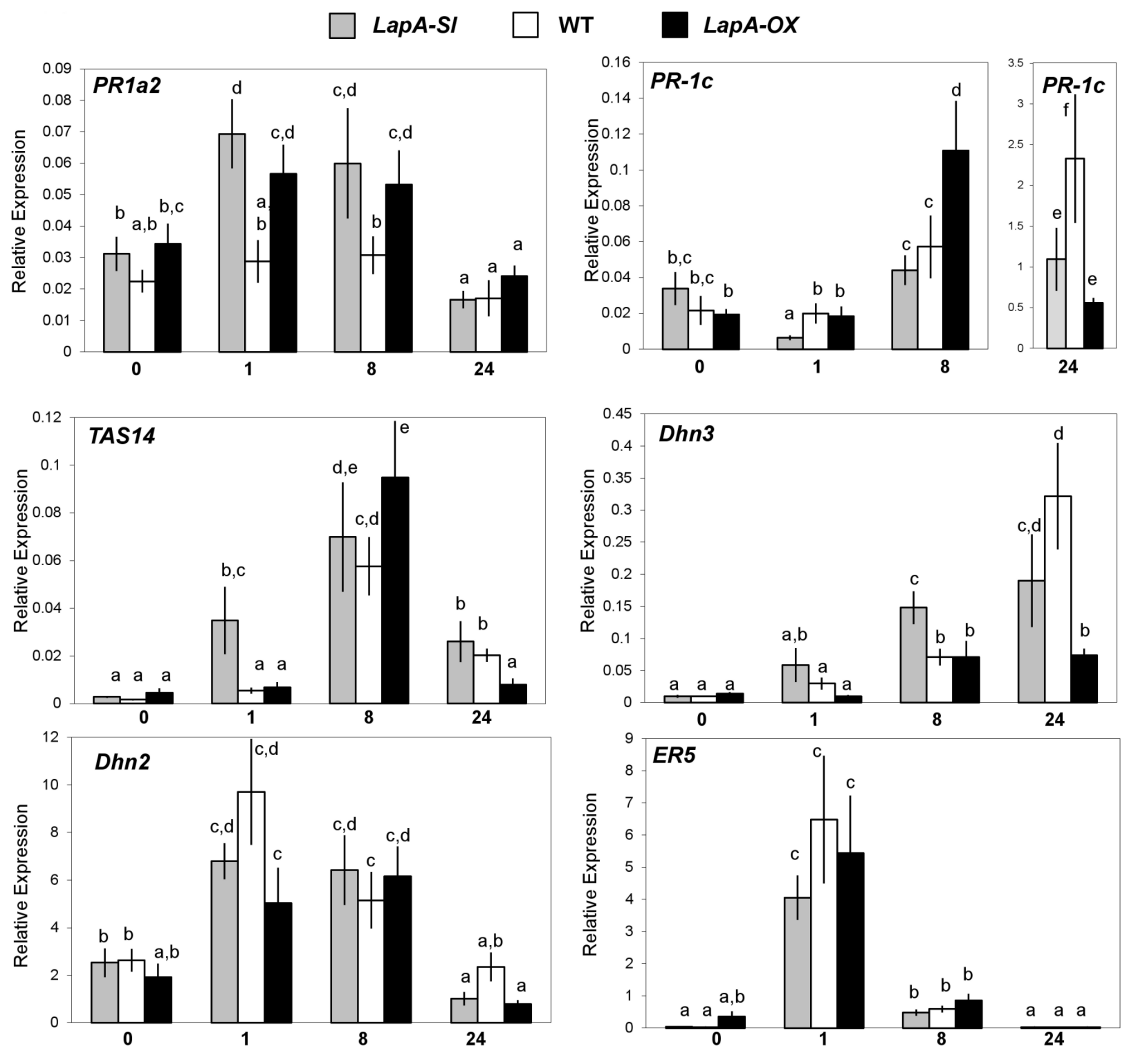
Quantitative RT-PCR analysis of selected mRNAs in leaves after wounding. Relative expression of LEA (TAS14, Dhn3, Dhn2, ER5) and *PR* (PR-1a2, PR-1c) transcripts were determined 0, 1, 8, and 24 hr after wounding in WT (white), *LapA-SI* (grey) and *LapA-OX* (black) leaves (n=3). Significant differences between transcript accumulation was determined [ANOVA, Tukey post-hoc test (p<0.05)].

qPCR studies showed that *PR-1a2* RNAs did not accumulate in WT leaves after injury (Figure 6). In contrast, *PR-1a2* RNAs increased after wounding in both *LapA-SI* and *LapA-OX* plants. This pattern of RNA accumulation was surprising, since late-wound response transcripts show reciprocal responses in *LapA-SI* and *LapA-OX* lines [25]. This unanticipated pattern of gene expression could have one of two explanations. First, since both *LapA* and *LapN* are silenced in the *LapA-SI* lines and only *LapA* is over-expressed in the *LapA-OX* lines [25,116], the non-wound induced, rare class *Lap-N* could contribute to these RNA patterns. Alternatively, differences between the genotypes may suggest multiple or more complex roles for LAP-A in the signaling network that controls *PR-1a2* expression. 

LAP genotype-dependent differences in *PR-1c* gene expression were also observed. In WT plants, the *PR-1c* transcripts increased by 8 hr after wounding and were at highest levels by 24 hr (Figure 6). In the *LapA-OX* line, *PR-1c* RNAs accumulated more rapidly than in WT leaves (8 hr) and *PR-1c* RNAs either declined more rapidly or did not reach the levels observed in WT leaves by 24 hr. In contrast, in *LapA-SI* leaves, the *PR-1c* RNAs initially declined (1 hr) and did not reach the levels seen in *LapA-OX* (8 hr), or WT (24 hr) plants after injury. These data again suggest that LAP-A regulation of the *PR-1* gene family is complex.

*TAS14* is a well-characterized dehydrin from tomato that is regulated by water deficit, salinity, abscisic acid, and mannitol and is a late embryogenesis-abundant (LEA) protein [82,117,118]. 

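TAS14 (STMGE38) had an FC of 0.18 at 0 hr, 1.26 at 1 hr and 1.24 at 8 hr in WT local leaves, and 1.31, 0.71 and 2.16 in LapA-SI. For this clone the FC was 0.12 in WT and -0.16 in LapA-SI in systemic leaves at 8 hr. Its LapA-SI 0-hr value was 1.01 with plate medians subtracted. Measured from the LapA-SI 0-hr column, the local value was -0.59 at 1 hr and 0.86 at 8 hr.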

The microarray suggested that *TAS14* was a 0-hr gDEG and its RNAs were injury induced (Table S11). Although *TAS14* was not verified as a 0-hr gDEG, it displayed a *LapA* genotype-dependent pattern of RNA accumulation after wounding (Figure 6). *TAS14* RNAs accumulated more rapidly in the *LapA-SI* than WT or *LapA-OX* plants and declined more slowly than in *LapA-OX* plants. These data suggested that *LapA-SI* line was primed to express *TAS14*.

 Because *TAS14* was differentially regulated in the *LapA-SI* line, additional tomato dehydrins (*Dhn2, Dhn3, Dhn4*) and LEA (*ER5, LEA-like*) genes were identified and their wound responsiveness and LAP-dependence was determined (Table S12; Figure 6; *Materials & Methods*). *TAS14* and *ER5* are currently the only characterized LEA genes in tomato [42,118]. *Dhn4* and *Lea-like* RNAs were not detected in healthy or wounded WT, *LapA-SI* or *LapA-OX* leaves by RT-PCR and qPCR, respectively (Table S11; data not shown). While the microarray predicted that the *Lea-like* RNAs would increase after wounding, the potato *LEA-like* EST array signal was likely due to cross-hybridization of the abundant, wound-induced *ER5* RNAs; *ER5* and *Lea-like* had 85% nucleotide sequence identity (Table S3). 

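The Lea-like clone (STMIQ26) had an FC of 1.12 at 1 hr and -0.63 at 8 hr in WT local leaves, and 0.87 and -0.13 in LapA-SI. The ER5 clone (STMGA34) had 1.04 and 0.11 in LapA-SI.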

Consistent with the microarray data (Table S3), qPCR analyses showed that *Dhn2* and *ER5* RNAs peaked 1 hr after wounding (Figure 6). For *Dhn2* and *ER5*, whose transcripts accumulated rapidly after injury, there was no significant difference in RNA levels between the *LapA* genotypes. 

 

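On the array Dhn2 (STMJO29) had an FC of 0.68 at 1 hr and -0.83 at 8 hr in WT local leaves, and of 0.014 and 0.18 in LapA-SI. Its LapA-SI minus WT difference was -0.67 at 1 hr and 1.01 at 8 hr, or -0.63 and 1.05 with plate medians subtracted. For ER5 (STMGA34) the differences were -0.99 and -0.25, or -0.53 and 0.10 with plate medians subtracted. None of these differences could be tested without replicate values.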

Similar to *TAS14*, *Dhn3* transcripts displayed a genotype-dependent pattern of expression that altered the timing and abundance of transcripts (Figure 6). After injury, *Dhn3* RNAs accumulated more rapidly in the *LapA-SI* line relative to WT and *LapA-OX* plants. In addition, *Dhn3* RNAs were at lower levels in the *LapA-OX* line relative to WT and *LapA-SI* lines. Collectively, these data indicated that LAP-A negatively regulated the Dhns (*TAS14* and *Dhn3*) that are part of the late-wound response in tomato and not the Dhns/LEAs that are induced early (*ER5* and *Dhn2*). This temporal-specific regulation is consistent with LAP-A’s regulation of late, but not early, wound-response genes that were previously reported [25]. However, unlike other LAP-A regulated late-wound response genes, LAP-A is a negative regulator of *TAS14* and *Dhn3* rather than a positive modulator.

 Plant Dhns are a distinct subgroup of LEAs that are characterized by the presence of amphiphilic K regions and have a protective role in osmotic stress [119]. While the exact mechanism of Dhn action has remained elusive, Dhns may serve as molecular chaperones to enable refolding of partially denatured proteins. Given the fact that LAPs are both aminopeptidases and potent molecular chaperones *in vitro* [28], it is intriguing to speculate that LAP-A serves as a chaperone after wounding. In this scenario, *Dhn* gene expression increases in the *LapA-SI* line to compensate for the lack of LAP-A’s molecular chaperone activity. 

## Discussion

 In this study, tomato RNAs were hybridized to a TIGR potato 10-K cDNA array to determine the differential accumulation of RNAs after wounding. While cross-species hybridization (CSH) has been used in many studies, its results should be interpreted carefully [55]. Many studies have shown that CSH can lead to lower signal to noise ratios and this is correlated with the degree of sequence divergence between the probe species and transcript species orthologs [54,55]. This can be seen in species with even 1% sequence divergence and has been demonstrated CSH studies between potato and tomato, which have ~8% sequence divergence [54,120-122]. Lower signals lead to fewer DEGs being identified compared to other methods such as species-specific hybridization (SSH). Secondly, CSH may be more prone to signals being the result of cross-hybridization with RNAs from closely related gene family members [120]. These two factors make identification of the true target transcripts more challenging for CSH experiments, even in species as similar as potato and tomato.

 Despite these limitations, important insights can be gleaned from CSH studies. For example, this study was the first comprehensive look at transcript regulation at early times after wounding in tomato. While some of the classical early wound-response genes were not detected until 8 hr after injury, the overall transcript responses to injury strongly correlated with previous wound and JA treatment studies [18,19,21]. In addition, the array detected many other stress and metabolism pathways were regulated early and enhanced late after wounding. These findings are consistent with *Arabidopsis*, which shows rapid and early induction of a wide array of genes after wounding [10,14]. This is also the first study to comprehensively compare local and systemic transcript regulation after wounding in tomato. Consistent with other studies, systemic responses are more delayed than local responses [19,25]. However, by 8 hr, there is a large overlap between local and systemic responses, suggesting that complex metabolic responses beyond core defenses occurs even in unwounded tissue.

 Consistent with other studies, the most dramatic response to wounding was a down-regulation of photosynthesis. This was not only seen as a reduction in photosynthesis- associated nuclear gene transcripts, but also in the repression of plastid ribosomal protein RNAs. Several biogenic retrograde signals have been implicated to control nuclear gene expression during light-regulated development and after disruption of plastid translation including two tetrapyroles (Mg-Protoporphrin IX and heme) and a carotenoid oxidation product (β-cyclocitral) [123-128]. Since the suppression of photosynthesis-associated nuclear genes occurred in all three genotypes used in this study (WT, *LapA-SI* and *LapA-OX*), our data indicate that this is not a LAP-A-dependent event in wounded tomato leaves. Therefore these biogenic signals are unlikely to be “the” LAP-A-dependent signal. 

 

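In LapA-SI the 68 photosynthesis and tetrapyrrole clones of Table S5 had a median FC of -0.46 in local leaves at 1 hr, with 10 past 0.8 downward, and of -1.50 at 8 hr, with 53 past it. The systemic median at 8 hr was -0.78, with 33 past the threshold. LapA-SI minus WT in local leaves at 1 hr had a median of 0.25 over the 68 clones, with 55 of them higher in LapA-SI and 13 lower, and a median of 0.31 with plate medians subtracted. At 8 hr the local median was -0.021, with 32 higher and 36 lower. These are the clones that the table lists for WT, and choosing clones by their WT value by itself favours weaker LapA-SI values. LapA-OX leaves are not analysed here.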

Mechanical wounding is the source of other stresses beyond cell damage including local dehydration and susceptibility to opportunistic pathogens. Therefore, consistent with other studies, wounding in tomato induced a wide array of signaling pathways including those involved with desiccation and pathogen defense including up-regulation of genes encoding transcription factors (WRKYs and TGA2), antimicrobial PR-1s, and enzymes involved in cell wall strengthening via the up-regulation of lignins and polyamines, as well as the down-regulation of genes encoding plastid-localized ROS detoxifying enzymes. Unfortunately, the array did not provide deep coverage of genes that are sentinels of the multiple hormone pathways that are integrated for defense and wound responses. Despite this limitation, the array data suggested that there are complexities in GA signaling that are yet to be revealed.

 Previous studies have shown that LAP-A modulates the levels of late wound-response RNAs (*Pin I, PinII*, and *PPO*) in tomato [25]. The study presented here demonstrates for the first time that LAP-A controls wound responses earlier than previously recognized. Importantly, LAP-A serves as both a positive and negative regulator of gene expression after injury. Microarray analysis identified cohorts of stress-response genes that displayed altered expression programs after wounding in *LapA-SI* plants. In the future, high-throughput sequencing methods will be able to more accurately quantify the temporal changes in gene expression in WT, *LapA-SI* and *LapA-OX* plants and more precisely identify the full spectrum of LAP-A targets.

 Finally, two new groups of LAP-A-modulated genes were identified through studies characterizing the tomato *PR-1* and *Dhn/LEA* gene families. While *PR-1c* and *PR-1a2* transcript levels were regulated by LAP-A, the mechanism of regulation is likely to be complex. This is based on the fact that unlike the late wound-response genes [25], the changes in *PR-1c* and *PR-1a2* RNAs in the *LapA-SI* and *LapA-OX* line were not reciprocally regulated. Since regulation of *PR-1c* and *PR-1a2* has not been intensively investigated, further dissection of the signaling pathway(s) required for *PR-1c* and *PR-1a2* transcript accumulation will be a fruitful area of investigation. 

 These studies also revealed that LAP-A is a negative regulator of two *Dhn* genes (*TAS14* and *Dhn3*) that were expressed in the late phase of wound signaling and, in this case, reciprocity in the *LapA-SI* and *LapA-OX* plant phenotypes was observed. These data indicate that LAP-A has a broader role in regulation of gene expression after injury – serving as a positive regulator of the late branch of wound signaling (ie., *PinI, PinII*, and *PPO*) and a negative regulator of *Dhns* (*TAS14* and *Dhn3*) expressed during this same time frame. Given the recent finding that LAPs are both aminopeptidases and molecular chaperones [28], future research will focus on identifying whether LAP-A peptidase and/or chaperone activities mediate these critical roles in plastid to nucleus communication that regulates defense signaling. Future studies will also determine the nature of the LAP-derived retrograde signal. It is of interest to determine if the LAP-derived signal is similar to the operational retrograde signals used in *Arabidopsis* biotic and abiotic stress responses or if a novel signaling molecule is involved. 

## Materials and Methods

### Plant materials and growth conditions

*Solanum lycopersicum* L. UC82 (wild-type), *P35S:LapA-SI*, and *P35S:LapA-OX* were previously described [25]. Plants were grown in a growth chamber with an 18-hr (28°C)/6-hr (24°C) light (300 μE)/dark cycle as described [82].

### Wound treatments

 Three- to four-week-old plants were used in the wounding time-course studies. Plants were wounded by crushing the distal end of each leaflet with a pair of needle-nosed pliers. Two lower leaves were wounded (local response) and all leaflets (typically 6-8 leaflets) from wounded and the two apical leaves (systemic response) were collected at designated times. The leaves of five plants at each time point were pooled together for RNA extractions. This experiment was repeated three times for microarray analysis. Experiments were repeated additional three times for RT-PCR or qPCR analyses. 

### RNA isolation for microarray and real-time PCR analysis

 RNAs were extracted using a hot phenol method as previously described [29]. RNA for microarray analysis was further purified using the SV Total RNA Isolation System (Promega, Madison, WI USA). RNA was quantified and 260/280-nm absorbance ratios were measured using a Nano-Drop ND-1000 spectrophotometer. RNA quality was also ensured by checking for the presence of intact rRNA bands by 1.5% formaldehyde gel. 

### Microarray hybridizations, scanning and data acquisition

 RNAs were hybridized to TIGR potato 10,000-clone version 3 cDNA microarrays (http://www.tigr.org/tdb/potato/microarray_comp.shtml). At the time these experiments were performed, the TIGR arrays were an economical option for exploring the tomato transcriptome since the arrays and services were subsidized by the NSF. All steps of microarray processing to obtain raw data (cDNA production, cDNA labeling, and microarray hybridization were carried out by the TIGR Expression Profiling Service according to published methods (http://www.tigr.org/tdb/potato/microarray_SOPs.shtml ). A reference design hybridization strategy was used with WT (0-hr) being the reference RNA [41]. The reference RNA was a pool from five WT 0-hr RNAs. RNAs from wounded or unwounded leaves labeled with CY3 and the reference RNA labeled with CY5 were co-hybridized to the potato cDNA array. Three dye bias experiments were performed in which WT 0-hr RNAs were labeled with CY3 and co-hybridized with the CY5-labeled reference RNA (WT 0-hr RNAs from a different pool). After normalization, no dye bias was detected on these experiments (*p*-value<0.05). Raw data and metadata spreadsheets have been deposited in NCBI's Gene Expression Omnibus (GEO) [129]. These data are accessible through the GEO series accession number GSE49419 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE49419).

### Image and data analysis

 Spot data was extracted using GENEPIX (ver. 5.0 Pro: Axon Instruments, Union City, CA, USA) at TIGR. Data output obtained from GENEPIX are publicly available and can be downloaded through a database maintained at the TIGR Web site (http://www.tigr.org/tigr-scripts/sgedb/studies_SGED.pl). A series of quality assessment routines were applied to the microarrays. This included ratio-intensity plots (also known as MA plots) within and between arrays and print tips, as well as distribution plots of intensities. Normalization and differential gene expression analysis steps were performed in R (http://www.r-project.org) using the LIMMA package [118]. Here the data sets were normalized within arrays using the print-tip loess method. Background correction was omitted because it added too much variation to the data. In addition, arrays were normalized between arrays using quantile normalization as described in [130]. Within-array duplicate spot correlations were calculated and duplicate spots were weighted using the duplicateCorrection function of the LIMMA package [131]. 

 Statistically significant differentially expressed genes (DEGs) among sample treatments, each with three biological replicates, were identified using the empirical Bayes method implemented in the LIMMA package [132]. To control the false discovery rates (FDR) of candidate DEGs, their raw p-values were adjusted for multiple testing using the Benjamini & Hochberg method [133]. As confidence threshold for DEGs we used a log_2_ fold change (|FC|) ≥ 0.8 and an adjusted *p* < 0.05. 

### Quantitative PCR analysis

 Selected potato cDNA sequences indicated as differentially expressed in microarray analysis were aligned with tomato sequences using the Basic Local Alignment Search Tool (BLASTN) and the Sol Genomics Network (SGN) combined tomato Unigene database (01-24-10; http://solgenomics.net/) [134]. cDNA clones of tomato genes with high nucleotide sequence identity to the potato ESTs (expectation (E) value < 1e-30) were obtained from Boyce Thompson Institute (BTI) and were confirmed by DNA sequencing at the University of California Riverside’s Institute of Integrative Genome Biology Genomics Core. 

 Total RNA was DNase treated using RQ1 RNase-Free DNase (Promega, Madison, WI). RNase H^+^ iScript reverse transcriptase (Bio-Rad Laboratories, Hercules, CA) was used to perform reverse transcription (RT) according to the manufacturer’s instructions. cDNAs were diluted 10 fold in water for qPCR analysis. All mRNA levels determined by qPCR analysis were normalized with the tomato translation EF1a, ubiquitin (Ubi3), and housekeeping gene 4 (HKG4; a hypothetical protein) as previously described [25]. Gene-specific primers were designed to amplify unique regions of the tomato genes of interest compared to highly related gene family members based on the sequences obtained from tomato cDNA clones. Primers were designed using Primer3 [135] and annealing temperatures and efficiencies were determined experimentally. Primer sequences, annealing temperatures, and Unigene numbers used are listed in the Table S13. 

 For preliminary screening of 0-hr gDEGs, semi-quantitative RT-PCR was performed as described in [136]. Primers were optimized using plasmid DNAs as templates and confirmed by amplifying tomato genomic DNA. RT-PCRs with cDNAs were amplified for 23-29 cycles and normalized to eIF4 (SGN-U581466) (26 cycles). For more quantitative measurement, qPCR reactions were performed in triplicate using iQ SYBRGreen Super-mix (Bio-Rad) and data was analyzed using the real-time PCR miner program [137] according to [25]. Averaged Ct values and averaged efficiencies of replicate samples were used to calculate mRNA levels of reference genes. Individual Ct values of replicate samples and the individual efficiencies of replicate reactions were used to calculate mRNA levels of wound-inducible genes. For each wound-inducible gene, RNA levels at each time point were normalized against the geometric mean of the RNA levels of the three reference genes at each time point. 

### MapMan analysis

 The ratios obtained from the microarray analysis were imported into MapMan Software [44]. Annotation and functional characterization was assigned using Stu_TIGR.m02 August07 [43]. Annotation for selected genes was confirmed by BLAST searches of the potato cDNA sequences against the TIGR tomato EST database (http://www.tigr.org/) using BLAST. MapMan was used to perform a Wilcoxon rank sum test to determine metabolic pathways that were the most differentially regulated as described in [45]. 

## Supporting Information

Figure S1 **Local and systemic changes of putative 0-hr g*DEG* RNAs after wounding.** FC based on microarray analysis of *LapA-SI* 0-hr g*DEG* RNAs 0, 1 and 8 hr after wounding in *LapA-SI* and WT local and systemic tomato leaves.
(TIF) Click here for additional data file.

Table S1 **MapMan BIN assignment of DEGs after wounding in WT and *LapA-SI* leaves.**
(XLSX) Click here for additional data file.

Table S2 **Gene expression in WT and *LapA-SI* lines after wounding of all genes on potato array.**
(XLSX) Click here for additional data file.

Table S3 **Differentially expressed stress-responsive genes (BIN20) after wounding of WT and *LapA-SI* leaves.**
(XLSX) Click here for additional data file.

Table S4 **Differentially regulated genes after wounding in WT and *LapA-SI* lines represented by multiple clones on TIGR 10-K cDNA microarray.**
(XLSX) Click here for additional data file.

Table S5 **Differentially expressed photosynthesis and tetrapyrole synthesis genes in response to wounding in WT and *LapA-SI* leaves.**
(XLSX) Click here for additional data file.

Table S6 **RNA and protein metabolism genes differentially regulated after wounding in WT and *LapA-SI* tomato leaves.**
(XLSX) Click here for additional data file.

Table S7 **General metabolism genes differentially expressed in WT and *LapA-SI* leaves after wounding.**
(XLSX) Click here for additional data file.

Table S8 **Differentially expressed hormone metabolism and response genes after wounding in WT and *LapA-SI* leaves.**
(XLSX) Click here for additional data file.

Table S9 **Top 100 differentially expressed genes at 0 hr after injury of *LapA-SI* leaves relative to WT plants.**
(XLSX) Click here for additional data file.

Table S10 **Top 100 differentially expressed genes at 8 hr after injury of *LapA-SI* leaves relative to WT plants.**
(XLSX) Click here for additional data file.

Table S11 **Differentially expressed genes in *LapA-SI* leaves before wounding.**
(XLSX) Click here for additional data file.

Table S12 **Putative 0-hr gDEG homologs and gene family members.**
(XLSX) Click here for additional data file.

Table S13 **Primers and their conditions used for RT-PCR or qPCR analysis.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

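RNA from leaves of WT and LapA-SI tomato plants had been hybridized to the potato 10-K cDNA array, against a reference RNA pooled from WT 0-hr leaves. For each genotype there are 5 conditions, unwounded leaves at 0 hr, and local and systemic leaves at 1 and 8 hr after wounding, which makes 10 in all. The paper describes 3 biological replicates per condition, each a pool of 5 plants.

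According to the paper's methods, the authors took spot intensities from GenePix without background correction. They normalized within arrays by print-tip loess and between arrays by quantiles, weighted duplicate spots by their correlation, and tested genes by the empirical Bayes method of limma. The deposited values are log2 ratios of sample (Cy3) to reference (Cy5), already normalized by the authors, with 1 value per clone and condition for 10764 clones. There are 0 missing values. How the values of replicate arrays were combined into 1 value per condition is not stated in the paper's text. Direction, scale and column identity were checked against the values in the part of Table S2 that is held here. The table holds no replicate values, so no test between conditions was run, and no SD between replicates, p-value or FDR was computed. Precision is limited by the number of arrays, which cannot be read from the deposited values.

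From these values, clones with an FC of at least 0.8 in size were counted by direction in each condition, which is the paper's fold-change threshold without its FDR threshold. Clones shared between conditions were those past 0.8 in the same direction in both. Genotypes were compared at the same time and leaf by R^2 (squared Pearson correlation across clones), by the ratio of their counts, and by the difference LapA-SI minus WT per clone. The 100 largest differences in size were split by direction. For the paper's gene lists (Table 1 and Tables S3 to S8 and S11), medians, ranges and counts by direction were computed over the listed clones. No test was run on them, since the lists were chosen on the same samples, apart from a comparison of the stress clones of Table S3 with 10000 random lists matched on the WT value. Shares carry 95% Wilson confidence intervals, which cover counting error alone and treat clones as independent. To see what the shared reference brings, 100 simulated sets of unchanged columns with a common part were drawn, but their spread and correlation were those of the 0-hr columns, which fixed the outcome, and no value from them is used.

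The letters of a clone identifier were taken as its plate, of which there are 159, with at least 34 clones each. The share of variance across clones that lies between plates was compared with 1000 shuffles of the plate labels.

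Clones are named by a rule. It covers every clone that the paper's text, Table 1 or a figure legend names, shown by the clone in the paper's tables with the range over the clones Table S4 lists for the gene. It also covers the 3 highest and 3 lowest clones of each wounded condition, and the 5 largest differences between genotypes in each direction at 0 hr and in local leaves at 1 and 8 hr, with at most 2 identifiers in each direction for which the tables held here give no annotation. Redox clones, which the paper describes without naming them, were chosen after their values were seen. Names come from the paper's tables, because 0 of the 10764 clone identifiers matched the gene table provided with the data.

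Several alternatives were run. Thresholds of 0.6 and 1.0 were tried. The WT 0-hr column, the 0-hr column of the same genotype, column medians, or the medians of plates with at least 20 clones were subtracted, and the 10 columns were brought to one distribution by quantiles. R^2 was also computed from ranks (Spearman), without the 3 Lap clones, and over clones past 0.8 in at least 1 of the columns compared. Differences were also ranked to the 50 and 200 largest, and a gene's value was also taken as the mean over its clones in Table S4. Subtraction of plate medians followed by the 0-hr column of the same genotype was added later, as were the subtractions applied to the paper's gene lists. A count was called similar when within a factor of 1.5 of the first count.

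The counting steps were tested on simulated data of 10764 clones, in which 200 of 200 clones planted as higher, 120 of 120 planted as lower and 80 of 80 planted as shared were recovered. All 200 planted clones were still past the threshold once simulated plate shifts were removed. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.

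Table S2 is held only in part, so it was used to check columns and for no gene set test. LapA-OX plants and the RT-PCR and qPCR measurements are not analysed here.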

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

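No test in this part was chosen after the result was seen. The differences between genotypes reported here were not tested, because each condition holds 1 value per clone.

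The Lap clones STMDQ06 and STMGC30 (LapA) passed 0.8 in opposite directions in WT and LapA-SI local leaves at 8 hr. The FC of STMDQ06 was 2.81 in WT and -1.12 in LapA-SI, a difference of -3.93. That of STMGC30 was 2.80 and -0.97, a difference of -3.77. The other Lap clone, STMCR61 (LapN), had 2.35 in WT and -0.49 in LapA-SI.

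Among technical explanations, a shift of whole plates was weighed by subtracting plate medians, which left differences of -3.93 for STMDQ06 and -3.48 for STMGC30. An effect of scale on the whole column would have to reach other clones, and the SD across clones of LapA-SI minus WT was 0.25 in these leaves. Every column is measured from WT 0-hr RNA, and the direction in LapA-SI depends on that baseline. Once each genotype's own 0-hr column was subtracted, the LapA-SI values were 0.65 for STMDQ06 and 0.24 for STMGC30. LapA-SI minus WT was already -2.23 and -1.70 at 0 hr. Whether Lap RNAs bind each other's spots on the array was not tested. The design gives a biological explanation, a transgene in LapA-SI that silences LapA and LapN. All 3 Lap clones were lower in LapA-SI, which is the direction that silencing gives. The deposited values hold no separate test of it.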

How the results depend on the processing

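The subtraction of plate medians followed by that of the same genotype's 0-hr column, and each subtraction applied to the paper's gene lists, were chosen only after the data were seen. The other alternatives were set before the data were examined. With 1 value per condition, no replicate could be left out in turn. No paired analysis was possible because the deposited table holds no value for a single replicate. A value without replicates was compared with its 95% interval, and a count with a factor of 1.5. Unless the text says otherwise, the cause was not tested.

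Subtracting column medians moved 1 result at a claim, the WT 0-hr count (1 clone instead of 2), and left 22 within these limits. Taking the 200 largest differences instead of 100 moved 0 of 5. Taking the 50 largest moved the share lower in LapA-SI to 86 percent in local leaves at 1 hr and to 90 percent in systemic leaves at 8 hr, the other 3 staying close. No share lower in LapA-SI crossed 50 percent with either number of clones.

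A lower or higher threshold changes how many clones can pass, by construction. At 0.6 the counts in WT were 15 at 0 hr, 742 and 71 in local and systemic leaves at 1 hr, and 978 and 471 at 8 hr. In LapA-SI they were 310 at 0 hr, 379 and 65 at 1 hr, and 872 and 692 at 8 hr. Of the LapA-SI clones in systemic leaves at 8 hr, 62.7% also passed in local leaves, against 68.3% at 0.8. The ratio of LapA-SI to WT counts in local leaves at 8 hr turned below 1, from 1.04 to 0.892, and the cause was not tested. At 1.0 the WT counts were 0 at 0 hr, 132 and 3 in local and systemic leaves at 1 hr, and 343 in local leaves at 8 hr. The LapA-SI counts were 13 at 0 hr, and 54 and 2 at 1 hr. The share of WT local clones at 1 hr that did not pass at 8 hr rose from 48.2% to 53.0% and crossed 50 percent, and the cause was not tested. The other results stayed close to those at 0.8, 5 of them at 0.6 and 9 at 1.0.

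Quantile normalization gives every column one distribution, so by construction 234 clones passed 0.8 in each, 145 higher and 89 lower, and the ratios of counts were 1 in local leaves at 1 hr and in systemic leaves at 8 hr. This differs by more than a factor of 1.5 from the counts at 0 hr in both genotypes, in systemic leaves at 1 hr in both, in local leaves at 8 hr in both, and in LapA-SI in local leaves at 1 hr and systemic leaves at 8 hr, and 7 results stayed close. After it, clones that differed by at least 0.8 between genotypes numbered 189 at 0 hr, 274 in systemic leaves at 1 hr, 3 in local and 8 in systemic leaves at 8 hr. Of the 100 largest differences, 48 were lower in LapA-SI at 0 hr and 85 in systemic leaves at 8 hr. For comparison, the higher and lower clones without it were 2 and 0 at 0 hr, 204 and 128 in local leaves at 1 hr, 6 and 3 in systemic leaves at 1 hr, 284 and 250 in local leaves at 8 hr and 177 and 115 in systemic leaves at 8 hr in WT. In LapA-SI they were 56 and 5 at 0 hr, 111 and 43, 11 and 2, 272 and 284, and 253 and 188 in the same order.

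Subtracting plate medians gave counts of 1 in WT at 0 hr, 5 in WT systemic leaves at 1 hr and 15 in LapA-SI at 0 hr. R^2 between genotypes became 0.229 at 0 hr, 0.542 and 0.141 in local and systemic leaves at 1 hr, and 0.715 and 0.786 at 8 hr. Clones that differed by at least 0.8 numbered 15 at 0 hr, 37 in local and 3 in systemic leaves at 1 hr, and 40 in local leaves at 8 hr. The share lower in LapA-SI among the 100 largest differences was 38 at 0 hr, and it turned from most to fewer in local leaves at 1 hr (78 to 47), systemic leaves at 1 hr (57 to 43) and local leaves at 8 hr (71 to 40). For the 49 clones of Table S11 the median fell to 0.52 in LapA-SI at 0 hr and to 0.28 in WT local leaves at 1 hr. The cause was tested in part and is taken up under the other observations. By contrast, 23 results stayed close, among them the ratio of LapA-SI to WT counts in local leaves at 1 hr (0.464 to 0.536).

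Subtracting the WT 0-hr column gave 219 clones in WT local leaves at 1 hr, 5 in WT systemic leaves at 1 hr, 33 in LapA-SI at 0 hr and 6 in LapA-SI systemic leaves at 1 hr. The share of WT local clones at 1 hr that did not pass at 8 hr crossed 50 percent, to 59.4%, and the cause was not tested. A further 8 results stayed close.

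With each genotype's own 0-hr column subtracted, 219 and 5 clones passed in WT local and systemic leaves at 1 hr, and 284 and 103 in LapA-SI. R^2 fell to 0.0188 and 0.0827 in local and systemic leaves at 1 hr and to 0.344 and 0.491 at 8 hr. The ratio of LapA-SI to WT counts turned from 0.464 to 1.30 in local leaves at 1 hr, and was 1.48 in local and 2.34 in systemic leaves at 8 hr. Clones that differed by at least 0.8 numbered 612 and 416 at 1 hr and 495 and 233 at 8 hr in local and systemic leaves. Of the 100 largest differences, 97 and 88 were lower in LapA-SI in local and systemic leaves at 1 hr, and 95 in local leaves at 8 hr. The Table S11 medians in local leaves at 1 hr became 0.36 in WT and -0.90 in LapA-SI. For stress clones that Table S3 lists under both times, the LapA-SI median in local leaves at 1 hr went from 0.46 to -0.062. The cause was not tested beyond the plate shift below, and 10 results stayed close.

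With plate medians and then the own 0-hr column subtracted, 196 and 5 clones passed in WT local and systemic leaves at 1 hr, and 49 in LapA-SI systemic leaves at 1 hr. R^2 was 0.122 and 0.0200 at 1 hr and 0.474 and 0.539 at 8 hr in local and systemic leaves. The ratios of counts were 0.806 in local leaves at 1 hr, 1.23 in local and 1.94 in systemic leaves at 8 hr. Clones that differed by at least 0.8 numbered 212 and 178 at 1 hr and 214 and 138 at 8 hr. Of the 100 largest differences, 56 were lower in LapA-SI in local leaves at both times and 61 in systemic leaves at 8 hr, whereas in systemic leaves at 1 hr most became fewer (43). The cause was not tested, and 5 results stayed close.

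R^2 also depended on the measure. Over clones past 0.8 in at least 1 column it was 0.0140 at 0 hr, 0.731 and 0.802 in local and systemic leaves at 1 hr (the last over 17 clones), and 0.887 and 0.921 at 8 hr. By construction this leaves out clones that changed little. From ranks it was 0.269 and 0.119 at 1 hr and 0.368 and 0.420 at 8 hr, and without the Lap clones 0.693 in local and 0.800 in systemic leaves at 8 hr. The cause was not tested for ranks.

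For the named genes and conditions, 281 values were at least 0.8 in size. Of these, 221 were still past it in the same direction with the WT 0-hr column subtracted, 248 with plate medians subtracted, and 212 with each genotype's own 0-hr column subtracted. Under the last, 69 were no longer past it, and 3 of them changed sign, all in LapA-SI local leaves: PR-6 (STMFB60) at 1 hr, from 0.82 to -0.31, and STMGC30 (-0.97 to 0.24) and STMDQ06 (-1.12 to 0.65) at 8 hr. Of 104 values of genes with several clones in Table S4, 93 were still past 0.8 as the mean over those clones.

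Arrays give no signal over background here, since the deposited values are ratios. The number of arrays limits the precision of every FC, and clones close to 0.8 pass or fail on small changes, as the counts at 0.6 and 1.0 show.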

Differences from the paper's values

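No test was made for this part, and of the settings named below 2 were chosen after the values were seen, the subtraction of plate medians followed by the same genotype's 0-hr column, and plate medians for the paper's gene lists. The paper's counts used an FDR threshold besides the fold-change threshold, and the counts here use the fold change alone, which is a limit of the comparison.

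For WT at 0 hr the paper's count in Table S1 is 0 and the count here is 2, both higher (the paper's number of higher clones is 0, here 2). Of the alternatives set before the data were examined, a threshold of 1.0 gave 0, while a threshold of 0.6 (15), column medians (1), quantile normalization (234) and plate medians (1) did not reach the paper's count.

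For WT systemic leaves at 1 hr the paper's count is 4 (3 higher and 1 lower) and the count here is 9 (6 higher and 3 lower). Set before the data were examined, a threshold of 1.0 (3), the WT 0-hr column or the own 0-hr column subtracted (5 each) and plate medians subtracted (5) came within the paper's count by a factor of 1.5, and a threshold of 0.6 (71), column medians (9) and quantile normalization (234) did not. Subtraction of plate medians and then of the own 0-hr column, chosen after the values were seen, also gave 5 and drops 3 of the 4 clones past 0.8 there that Tables S3 and S5 to S8 list, as do the subtractions of plate medians or of the 0-hr column alone. For LapA-SI systemic leaves at 1 hr the paper's number of lower clones is 1 and here it is 2.

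The paper's fold increase in the number of clones from 1 to 8 hr in WT systemic leaves is 72, and here it is 32.4. The alternatives set before the data were examined that came within a factor of 1.5 were a threshold of 1.0 (65.3), subtraction of the WT 0-hr or own 0-hr column (49.4 each) and plate medians (57.6). A threshold of 0.6 (6.63), column medians (32.2) and quantile normalization (1) did not. The added subtraction of plate medians and own 0-hr column, chosen after the values were seen, gave 49.4 and drops 3 of 4 listed clones in systemic leaves at 1 hr and 24 of 117 at 8 hr.

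The paper's R^2 between WT and LapA-SI in systemic leaves at 8 hr is 0.8016, and here it is 0.778. For local leaves at 8 hr the paper's value is about 0.70 in Fig. 4, read by eye, and here it is 0.679. Of the alternatives set before the data were examined, leaving out the Lap clones came to 0.800 and 0.693, which differ from the paper's values by less than the 95% interval across clones. Ranks (0.420 and 0.368), clones past 0.8 in at least 1 column (0.921 and 0.887), plate medians (0.786 and 0.715) and the own 0-hr column (0.491 and 0.344) did not reach it, and neither did the subtraction added after the values were seen (0.539 and 0.474).

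For the counts within the paper's gene lists no alternative was set before the data were examined. The paper counts 26 genes at 1 hr alone where it describes transcription factor RNAs, from Tables S4 and S6. Here 17 of the 47 RNA metabolism clones (BIN 27) that Table S6 lists for WT passed 0.8 at 1 hr alone, with a further 9 at both times. The 2 groups of genes are not the same, which is a limit of the comparison. With plate medians subtracted, which was chosen for the lists after the data were seen, 10 of the 17 were past 0.8 upward and 1 downward at 1 hr. Of the clones higher in LapA-SI in Table S10, the paper counts 10 for protein metabolism, and the table lists 5 under that class. The paper's share of photosynthesis and tetrapyrrole genes among the genes that went down is 10% to 12% for both times together. Here the lower clones of Table S5 are 26.6% and 24.8% of the lower clones in local leaves, and 10.2% and 11.6% of the clones past 0.8 in either direction. With plate medians subtracted, 32 and 59 of the 68 clones of Table S5 were past 0.8 downward, from 34 and 62.

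In Table S11 the paper lists 49 genes as different between genotypes at 0 hr, and here 14 of them differed by at least 0.8. All 49 passed 0.8 in the LapA-SI 0-hr column, and 4 did with plate medians subtracted. The columns of Table S11 also differ from the deposited ones. The paper's medians over these clones in the columns headed WT are 0.86 at 0 hr, -0.054 and 0.099 in local and systemic leaves at 1 hr, and -0.025 and -0.071 at 8 hr, and the deposited WT medians are 0.22, 0.55, 0.50, 0.65 and 0.14. In the columns headed LapA-SI the paper's medians are 0.22, 0.55, 0.50, 0.65 and 0.14, and the deposited LapA-SI medians are 0.86, -0.054, 0.099, -0.025 and -0.071. Values of all 49 clones match once the WT and LapA-SI columns of the table are exchanged.

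Single values in other tables also differ. In Table S7 all 5 LapA-SI values of STMDZ37 differ, for example -0.13 in the paper and 0.89 in the deposited column in local leaves at 1 hr. In WT systemic leaves at 1 hr, STMCV10 is at -0.91 in the paper's Tables S4 and S7 and at -0.23 in the deposited values. STMCG42 is at -0.47 in both tables and at -0.85 in the deposited values in LapA-SI systemic leaves at 8 hr. These clones were chosen after their values were seen.

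The paper places Dhn2 among the genes raised at 1 hr, and here Dhn2 (STMJO29) had 0.68 at 1 hr and -0.83 at 8 hr in local leaves. With the WT 0-hr column or the own 0-hr column subtracted it had 1.15 at 1 hr and -0.36 at 8 hr, so that it passed 0.8 at 1 hr, and with plate medians subtracted it had 0.60 at 1 hr. The paper names agmatine iminohydrolase among the polyamine genes that rose. Of the 6 polyamine clones in Table S7, 5 rose past 0.8 in a local or systemic leaf after wounding. The agmatine iminohydrolase clone (STMHW26) went down, to -0.91 at 1 hr and -0.97 at 8 hr in local leaves. With the WT 0-hr column subtracted it was at -0.63 and -0.69, still below 0.

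Of the 14 clones in Table 1, 11 differed by at least 0.8 between genotypes in each leaf for which the table lists them. The paper gives all of them as past that threshold, and the exceptions here were HSP80 (STMGZ34, 0.68), endo-1,4-beta-glucanase (STMCZ18, -0.62) and 50S ribosomal protein L1 (STMCB75, -0.75) in local leaves at 8 hr. STMCB75 differed by -0.94 in systemic leaves at 8 hr, for which the table lists it too. With each genotype's own 0-hr column subtracted STMCZ18 had 0.065 in WT and -0.88 in LapA-SI, which is a difference past 0.8. Plate medians subtracted gave 0.66, -0.50 and -0.79 in the order above.

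Of the 4 redox clones that went down, Table S7 places 2 in the plastid or chloroplast, whereas the paper describes most of them as plastid proteins. The paper describes numbers of genes in LapA-SI and WT at 8 hr as alike in both leaves. The counts were 556 and 534 in local and 441 and 292 in systemic leaves, the latter a ratio of 1.51. The paper's own totals for systemic leaves are 434 and 289. By its construction, quantile normalization makes the ratio 1.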

Other observations

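In this part, the tests of gene content of the plates, of plate order, of the RNA level of the LapA-SI genotype, of the 0-hr list in local leaves at 1 hr and of column scale, and the subtraction of plate medians followed by own 0-hr columns, were chosen only after the result was seen. No biological explanation was tested, since each condition holds 1 value per clone.

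Clones of some plates were shifted together. In the LapA-SI 0-hr column 36.4% of the variance across clones lay between plates, against at most 2.08% in 1000 shuffles of the plate labels. It was 15.4% in WT at 0 hr, 16.7% and 30.7% in WT local and systemic leaves at 1 hr, and 9.50% and 3.32% at 8 hr. In the other LapA-SI columns it was 3.08% and 7.27% at 1 hr and 2.83% and 2.81% at 8 hr. A candidate explanation is a technical one that follows the order in which plates were printed. Neighbouring plates in the order of their letters had like medians in the LapA-SI 0-hr column, with a correlation of 0.680 between each plate and the next, against -0.199 to 0.268 in 1000 shuffles. Whether the letters follow the printing order is not known. Gene content of the plates is argued against, because in 112 pairs of clones of the same gene on different plates (35 genes) the difference between the clones followed the difference between their plates' medians, with a slope of 1.37 (95% interval 1.09 to 1.67). These clones thus differed by more than their plates' medians, so subtraction of the medians may leave part of the shift. An RNA level of the LapA-SI genotype is argued against as the whole cause, because plate medians of the WT local column at 1 hr correlated with those of LapA-SI at 0 hr at 0.950, and the WT columns ranged from 0.637 to 0.962. The pattern was not common to all columns. With the other LapA-SI columns the correlation of LapA-SI at 0 hr was -0.499 and 0.503 in local and systemic leaves at 1 hr, and 0.222 and -0.122 at 8 hr. A part from the reference RNA, which all columns share, was not tested.

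The plate shift may account for most clones higher in LapA-SI before wounding. Of the 56 clones at 0.8 or more in LapA-SI at 0 hr, 6 stayed there with plate medians taken out. A genotype effect on the others cannot be excluded, since a real difference shared by the clones of a plate would be taken out as well.

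For the lower number of clones in LapA-SI local leaves at 1 hr, the tables argue against a pair of technical explanations as the whole cause. With plate medians taken out the ratio of LapA-SI to WT counts was 0.536 (148 and 276 clones). This did not close the gap, though subtraction of plate medians may leave part of a shift. Chance crossing of the threshold is argued against by the 387 clones past 0.8 in local leaves at 8 hr in both genotypes, whose median response at 1 hr in LapA-SI, with plate medians taken out, was 0.604 times that in WT (0.37 and 0.61). The scale of the column stays open. Over all 10764 clones the interquartile range in local leaves at 1 hr was 0.34 in WT and 0.21 in LapA-SI. A smaller scale in LapA-SI would lower both the count and the median response, and it was not tested. The baseline stays open as well. With each genotype's own 0-hr column subtracted the ratio turned to 1.30, and once plate medians were taken out first it was 0.806 (158 and 196 clones), so the turn may come from plate shifts in the LapA-SI 0-hr column. A slower response of LapA-SI leaves is a biological explanation that the design gives, and it stays open as untested.

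Most of the 100 largest differences between genotypes were lower in LapA-SI in local leaves. With plate medians taken out, 47 of 100 were lower at 1 hr and 40 of 100 at 8 hr, so that this direction may reflect the plate shift rather than the genotype. A general fall in LapA-SI, as a biological explanation, was not tested otherwise.

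For the 46 clones of Table S11 that were higher in LapA-SI at 0 hr, whose median in local leaves at 1 hr was higher in WT than in LapA-SI, plate shift and genotype cannot be told apart. The 1269 other clones of the same plates (19 plates) had a median difference of 0.29, which is 0.484 times the 0.60 of the list. This ratio lies between the bounds set for either outcome, which keeps it open. With plate medians taken out, the median LapA-SI minus WT difference of the 46 clones went from -0.60 to -0.16. Of the 46, 35 were then lower in LapA-SI, against 45 before.

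Clones higher in WT systemic leaves at 8 hr were higher still in LapA-SI. The tables argue against a plate shift as the whole cause, since with plate medians taken out 90.2% of 173 such clones were higher in LapA-SI. The scale of the column stays open. The interquartile range in LapA-SI was 0.976 times that in WT over the 10299 clones below 0.8 in size in both genotypes, and 0.977 times over all 10764, whereas the median ratio of the 177 clones was 1.26. Interquartile ranges of the 10 columns ran from 0.13 to 0.35, however, so the range without a change of scale is not known. The 115 lower WT clones also had larger values in LapA-SI (86 of 115, medians -1.06 in WT and -1.24 in LapA-SI), as a change of scale would give. Selection of the clones by a high WT value favours WT, and when they were chosen by the LapA-SI value instead, 5 of 253 (1.98%) were higher in WT, a count that this choice itself lowers and that decides nothing. A stronger systemic response in LapA-SI is a candidate explanation, found and examined on the same values, and neither replicate variation between arrays nor an effect of array normalization on high values was tested.

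Across 10764 clones the WT systemic column at 1 hr correlated more with LapA-SI at 0 hr (0.688) than with LapA-SI systemic leaves at 1 hr (0.397). With plate medians taken out the correlations were 0.544 and 0.375. Plate shift thus may account for part of the pattern, and the order of the correlations stayed after the subtraction. Whether plate shift accounts for the whole is undecided. The value of 0.544 lies between the bounds set for either outcome, and subtraction of plate medians may leave part of the shift. In the part of Table S2 held here, 829 of 831 rows match the deposited columns under their labels, and 2 rows with 20 values do not. What the shared reference brings to this pattern was not tested.

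The paper gives 2 lower leaves wounded per plant, and the sample labels give 1.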
